# Retinoic Acid Receptor β Loss in Hepatocytes Increases Steatosis and Elevates the Integrated Stress Response in Alcohol-Associated Liver Disease

**DOI:** 10.3390/ijms241512035

**Published:** 2023-07-27

**Authors:** Marta Melis, Steven E. Trasino, Xiao-Han Tang, Andrew Rappa, Tuo Zhang, Lihui Qin, Lorraine J. Gudas

**Keywords:** vitamin A, oxidative stress, nuclear receptor, alcohol toxicity, ATF4

## Abstract

In alcohol-associated liver disease (ALD), hepatic reductions in vitamin A and perturbations in vitamin A metabolism are common. However, the roles that the vitamin A receptors, termed retinoic acid receptors (RARs), may have in preventing the pathophysiology of ALD remains unclear. Our prior data indicate that a RARβ agonist limits the pathology of alcohol-related liver disease. Thus, we generated liver-specific AlbCre–RARβ knockout (BKO) mice and compared them to wild type (WT) mice in an early ALD model. Both strains showed similar blood ethanol concentrations and ETOH-metabolizing enzymes. However, the livers of pair-fed-BKO and ETOH-BKO mice developed higher levels of steatosis and triglycerides than pair-fed-WT and ETOH-WT mice. The increased hepatic steatosis observed in the pair-fed-BKO and ETOH-BKO mice was associated with higher lipid synthesis/trafficking transcripts and lower beta-oxidation transcripts. ETOH-BKO mice also exhibited a higher integrated stress response (ISR) signature, including higher transcript and protein levels of ATF4 and its target, 4-EBP1. In human hepatocytes (HepG2) that lack RARβ (RARβ-KO), ETOH treatments resulted in greater reactive oxygen species compared to their parental cells. Notably, even without ETOH, ATF4 and 4-EBP1 protein levels were higher in the RARβ-KO cells than in their parental cells. These 4-EBP1 increases were greatly attenuated in cultured ATF4-deficient and RARβ/ATF4-deficient HepG2, suggesting that RARβ is a crucial negative regulator of 4-EBP1 through ATF4 in cultured hepatocytes. Here, we identify RARβ as a negative regulator of lipid metabolism and cellular stress in ALD.

## 1. Introduction

Alcohol-associated liver disease (ALD) is one of the main, chronic liver disorders, and together with metabolic dysfunction-associated steatotic liver disease and steatohepatitis (MASLD/MASH, previously termed NAFLD/NASH), ALD is a major risk factor for both liver cancer and death [1,2]. The liver is the key organ that metabolizes ethanol (ETOH), mainly via alcohol dehydrogenases [3], and, at high levels of ethanol intake, through cytochrome P450 2E1 (CYP2E1), which is localized in the pericentral region of the liver [3,4]. ETOH disrupts cellular homeostasis through multiple mechanisms, including the generation of reactive oxygen species (ROS) [3], an increased demand for processing protein folding that causes endoplasmic reticulum stress and the unfolded protein response [5], and increased mitochondrial dysfunction [6], that can result in the integrated stress response (ISR) with eventual cell death [7].

A large body of data have shown that chronic ETOH intake decreases hepatic levels of vitamin A (VA, retinol) and some of its metabolites, collectively known as retinoids [8,9], but the reasons for this decrease remain unclear. Vitamin A is an essential micronutrient that is acquired through the diet and is primarily stored as retinyl esters in hepatic stellate cells [10,11]. The active metabolite of VA is retinoic acid (RA), which is the endogenous agonist of the RA receptors (RARs) α, β, and γ [12]. These RARs bind DNA as RAR/RXR (retinoid X receptor) heterodimers in the absence of RA to inhibit the gene transcription of their specific target genes; the agonist RA results in a conformational change in the RAR/RXR complex, allowing the transcriptional activation of their primary target genes to take place [13]. These RARs are important regulators of development, immunity, and metabolic functions [12]. While a reduction in VA levels in the liver is associated with human ALD [8,14] and the treatment of ETOH-fed rodents with RA mitigates ALD [15], the functions and roles of RARs in ALD are unclear.

Our group showed that wild type (WT) mice fed a high-fat diet (HFD), recapitulating MASLD, or treated with ethanol (ETOH), mimicking aspects of ALD, exhibit reduced hepatic retinol and retinyl esters and increased steatosis, cellular stress, and inflammation [16,17,18]. In both models, treatment of WT mice with a selective RARβ2 agonist (with RARβ2 being the most abundant RARβ isotype), AC261066, limited hepatic steatosis, cellular stress, and inflammation compared to mice not given AC261066 [16,17,18,19]. We also showed in a murine model that treatment with AC261066 limited MASLD, whereas treatment with the RARα agonist AM80 exacerbated steatosis and inflammation [18]. Furthermore, RARβ was required for AC261066 to reduce the levels of lipid droplets in cultured hepatocytes, indicating that AC261066 likely acts via RARβ in these cells [19]. These data led us to hypothesize that RARβ is a key transcription factor that protects the liver from ETOH-induced stress.

In this study, we dissected the mechanisms by which RARβ protects the liver from ETOH-induced stress. We used the Lieber–DeCarli liquid diet model to mimic the aspects of early ALD in C57Bl/6 wild type (WT) and AlbCre; RARβ^fl/fl^ (liver-specific RARβ knockout (BKO)) mice. We showed that ETOH-BKO mice exhibited more severe ALD compared to WT mice, suggesting that RARβ limits ETOH-induced stress. We further obtained similar results in RARβ-deficient cultured hepatocytes. This research highlights a previously unrecognized causal role for RARβ in the attenuation of ALD pathogenesis.

## 2. Results

### 2.1. RARβ Protects Hepatocytes from Alcohol-Associated Steatosis

To understand the functions underlying RARβ in hepatocytes we generated liver-specific (AlbCre) RARβ knockout mice (hereafter referred to as BKO). We validated the BKO mouse line with Southern blotting and detected a 5.5 kilobase band in the liver (Supplementary Figure S1A–C), indicating that the RARβ gene has been cut by Cre [20]. Using qRT-PCR, we also measured an 11-fold (±0.0004; *p* = 0.01) decrease in RARβ mRNA in livers of the BKO mice compared to the wild type (WT) mice (Supplementary Figure S1D).

The mice on the isocaloric control pair-fed (PF) and ETOH diets maintained similar body weights and consumed similar amounts of their liquid diet throughout these treatments (Supplementary Figure S2A,B). The ETOH-WT and ETOH-BKO groups displayed comparable ETOH blood levels (Supplementary Figure S2C) and levels of the CYP2E1 protein, one of the main ETOH-metabolizing enzymes (Supplementary Figure S2D,E). Moreover, ETOH caused similar increases in the levels of TNFα in the WT and BKO mice groups (Supplementary Figure S3).

We then compared our WT versus BKO mice to determine whether the BKO mice displayed a more ETOH-associated pathology. Histopathologic evaluations revealed that the ETOH-BKO livers exhibited increased macro- and micro-steatosis levels, mainly around the mid-lobular and central vein areas of the liver, compared to the ETOH-WT mice (Figure 1A,B). Similarly, using a biochemical method for triglyceride extraction, we found that the ETOH-BKO livers showed a 2.3-fold (±1.5; *p* = 0.02) increase compared to the ETOH-WT livers (Figure 1C). The BKO mice fed the pair-fed (PF) liquid diet also showed increased triglyceride levels compared to the WT mice on the same diet (Figure 1C), indicating that RARβ-deficient hepatocytes are more susceptible to steatosis both with and without ETOH.

To identify the signaling pathways enriched in this model of ALD, we performed RNA-seq analysis of the livers of the WT mice fed the ETOH-based diet versus the PF diet. 

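Liver RNA from 3 ETOH-WT and 3 PF-WT mice was sequenced, with 1 library per mouse. The ETOH-WT mice received the Lieber–DeCarli liquid diet for 3 weeks, with the ETOH content raised in steps to 6.4% v/v, and the PF-WT mice received the isocaloric control diet. The Supplementary Materials and Methods describe the WT mice of this diet as female and 2 months old at the start, with livers taken on day 21. The libraries were amplified by 15 PCR cycles and read as 51 bp pairs. For the authors' processing, the paper names STAR for the alignment to GRCm38, HTSeq-count for the counting of reads and DESeq2 for the test, while the submitters' processing notes name cutadapt, TopHat2 2.0.11 and HTSeq 0.11.2 and 1.6.3. The table analyzed here holds 1 value per liver for 13273 protein-coding genes. These values are not whole numbers and were taken as FPKM (fragments scaled by transcript length and by library depth), a unit that the sources used here do not name. Since FPKM are not counts, the DESeq2 test could not be repeated on them. The FPKM summed to 571766, 567808 and 577297 in PF-WT mice 1, 2 and 3, and to 625003, 584620 and 570652 in ETOH-WT mice 1, 2 and 3. Such sums do not give the depth. Steps of single fragments among the low values stood out from shuffled values in 4 of the 6 libraries, and put the depth near 23100000 and 24000000 fragments for PF-WT mice 1 and 2 and near 22100000 and 34200000 for ETOH-WT mice 2 and 3. These are rough estimates, since the length subtracted from each transcript was chosen by best score. It was 100 bases for PF-WT mice 1 and 2, and 250 and 300 bases for ETOH-WT mice 2 and 3. The depth of the remaining libraries was not resolved. Every gene in the table lies above 0 in ETOH-WT mouse 1, the lowest at 0.0867 FPKM, whereas 86 to 163 genes are listed at 0 in each of the other libraries, so the table holds no gene at 0 in that mouse. Across genes, which are not independent replicates, log2(FPKM + 1) of libraries of the same diet correlated at 0.987 to 0.993 and that of libraries of different diets at 0.979 to 0.984.

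Differences between the diets were tested with limma on log2(FPKM + 1) for the 11346 genes with a mean of at least 0.5 FPKM over the 6 livers. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 (two-sided). Fold changes on this log2 scale understate the change of genes with low FPKM. In simulated data for 3 livers against 3, this test recovered 26% of genes changed 1.5-fold, 60% of those changed 2-fold and 90% of those changed 4-fold. The test, the rule for the genes named in the text, 18 gene lists and 15 lists of cell type, zonation and sex markers were set before the data were examined, apart from the first rows of Supplementary File S1, which hold values of the same livers and had been seen. Each list was tested against all other genes with camera, at a preset correlation between genes of 0.01 and again with an estimated correlation.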

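Of the 11346 genes tested, 450 were higher and 303 were lower in the livers of ETOH-WT mice than in those of PF-WT mice. Cyp2b10, a cytochrome P450 of drug metabolism (ENSMUSG00000030483, chromosome 7 of GRCm38, 25897620 to 25926624), rose from 3.08 ± 1.65 FPKM in PF-WT livers to 108 ± 45.3 FPKM in ETOH-WT livers (SD, n = 3 mice each). This was the highest log2 fold change among the genes past the threshold, at 4.73 (standard error 0.34, adjusted p = 0.00113 from limma). Derl3, which helps to remove misfolded proteins from the ER (ENSMUSG00000009092, chromosome 10, 75893398 to 75895941), rose from 1.35 ± 1.30 to 40.3 ± 30.7 FPKM (log2 fold change 3.94, standard error 0.60, adjusted p = 0.0125). Scd1, the stearoyl-CoA desaturase that makes monounsaturated fatty acids (ENSMUSG00000037071, chromosome 19, 44394451 to 44407709), fell from 3961 ± 1643 to 221 ± 90.2 FPKM (log2 fold change -4.14, standard error 0.39, adjusted p = 0.00237). Pnpla3, a protein of lipid droplets, fell from 39.8 ± 7.22 to 1.16 ± 0.853 FPKM, and Fabp5, a fatty acid binding protein, fell from 188 ± 73.3 to 7.69 ± 4.10 FPKM. The lowest log2 fold change among the called genes was that of A1bg, at -4.56 (standard error 0.46, adjusted p = 0.00337), a gene on the list of genes biased to female liver. Over all 13273 genes, the ratio of the ETOH-WT mean to the PF-WT mean was at least 1.5 for 1036 genes and at most 1/1.5 for 1035 genes. Of these, 287 and 247 genes passed the limma test, while 431 and 384 had a mean under 0.5 FPKM and were not tested. In 23 of the 1036 genes the 3 PF-WT livers are listed at 0. All 450 higher and all 303 lower genes had no overlap between the 3 ETOH-WT and the 3 PF-WT values, which held for 29.1% of the genes tested and would hold for 10% by chance. Among the cell type markers, the 5 erythroid genes had a median log2 fold change of -0.35 (camera adjusted p = 0.0322; adjusted p = 0.725 with an estimated correlation; 0.0866 without PF-WT mouse 3 and 0.0888 without ETOH-WT mouse 1), and none of the 5 passed limma (2 lower at an unadjusted p under 0.05). The calls were 59.8% higher, and with median-ratio scaling they were 339 higher and 344 lower. When 1 liver was left out, the higher and lower genes numbered 283 and 191 without PF-WT mouse 1, 83 and 76 without PF-WT mouse 2, 281 and 267 without PF-WT mouse 3, 266 and 185 without ETOH-WT mouse 1, 347 and 299 without ETOH-WT mouse 2, and 119 and 76 without ETOH-WT mouse 3, and Derl3 had an adjusted p of 0.0531 without PF-WT mouse 2.

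**Figure D1:**
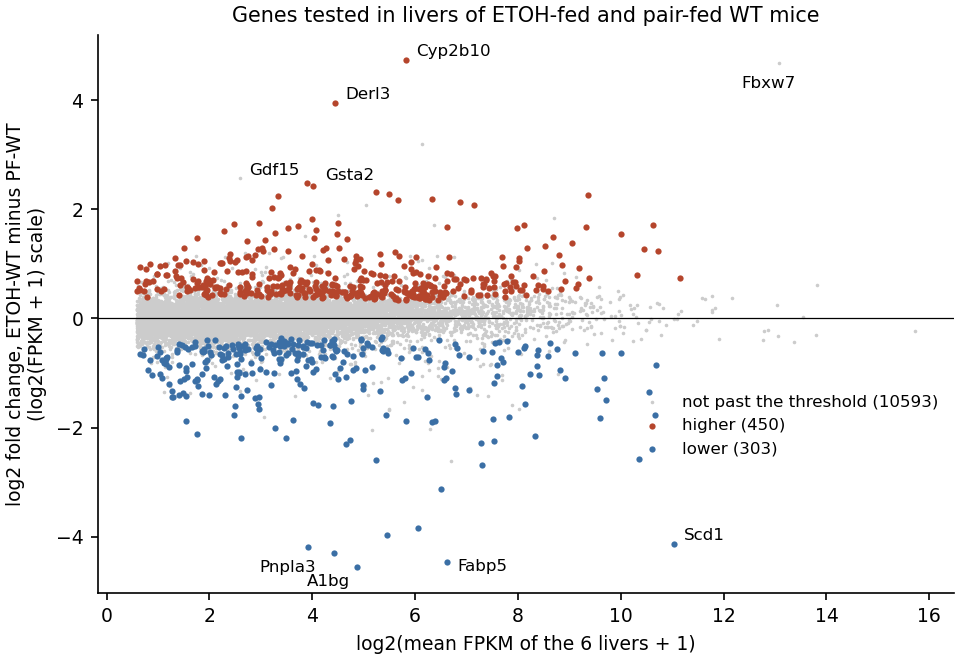
The log2 fold change of each of the 11346 genes tested (ETOH-WT minus PF-WT, log2(FPKM + 1) scale, y axis) is plotted against log2 of its mean FPKM over the 6 livers plus 1 (x axis). Red points are the 450 higher genes, blue points the 303 lower genes and grey points the 10593 genes not past the threshold, which include Fbxw7 (adjusted p = 0.437), a gene that is high in ETOH-WT mouse 1 alone.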

We identified 13,274 differentially expressed transcripts (Supplementary File S1), of which 1011 of those showed a fold change ≥ 1.5. Predictably, we found increases in the levels of lipid-associated transcripts (Supplementary File S1) among the transcripts with the highest fold changes in the ETOH-WT mice compared to the PF-WT mice. 

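Some genes of fatty acid synthesis and of cholesterol synthesis were lower in ETOH-WT livers than in PF-WT livers. Of 20 genes of fatty acid synthesis, 16 were lower, none was higher and 4 did not pass limma (19 lower when adjusted over the list alone, and none higher at an unadjusted p under 0.05), with a median log2 fold change of -1.30. Fasn, the fatty acid synthase (ENSMUSG00000025153, chromosome 11 of GRCm38, 120805846 to 120824547), fell from 528 ± 185 to 117 ± 42.8 FPKM (SD, n = 3 mice each), a log2 fold change of -2.16 (standard error 0.34, adjusted p = 0.0131). Acly, which supplies acetyl-CoA to the cytosol, fell from 304 ± 106 to 63.6 ± 22.6 FPKM (log2 fold change -2.24, standard error 0.34, adjusted p = 0.0125). Of 24 genes of cholesterol synthesis and its control, 8 were lower, none was higher and 16 did not pass limma (16 lower when adjusted over the list alone, and 1 higher at an unadjusted p under 0.05), with a median log2 fold change of -0.95. Insig1, a brake on sterol synthesis, fell from 354 ± 67.1 to 99.9 ± 9.74 FPKM (log2 fold change -1.80, standard error 0.15, adjusted p = 0.00121). The list of fatty acid synthesis passed camera at an adjusted p of 3.68e-19, with an adjusted p = 0.287 with an estimated correlation. For cholesterol synthesis the adjusted p was 1.91e-11, and adjusted p = 0.417 with an estimated correlation. The lower genes of fatty acid synthesis numbered 7 without PF-WT mouse 2, 10 without ETOH-WT mouse 3 and 14 to 16 without any other mouse, and those of cholesterol synthesis 2 without PF-WT mouse 2, 3 without ETOH-WT mouse 3, 19 without ETOH-WT mouse 2 and 4 to 6 without any other. Without PF-WT mouse 2, the adjusted p was 0.0587 for Fasn and 0.0528 for Acly.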

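Some genes of fatty acid oxidation were higher in ETOH-WT livers than in PF-WT livers, and most did not pass limma. Of 10 genes of omega oxidation, 5 were higher and none was lower (5 higher and 2 lower when adjusted over the list alone). Cyp4a14, an omega hydroxylase of fatty acids (ENSMUSG00000028715, chromosome 4, 115486200 to 115496142), rose from 529 ± 119 FPKM in PF-WT livers to 1529 ± 199 FPKM in ETOH-WT livers (SD, n = 3 mice each), a log2 fold change of 1.55 (standard error 0.18, adjusted p = 0.00536 from limma). Its neighbor Cyp4a10 rose from 218 ± 63.9 to 599 ± 66.6 FPKM, and reads can be shared among the Cyp4a genes, which are close copies. Of 24 genes of mitochondrial β-oxidation, 7 were higher and none was lower (13 higher when adjusted over the list alone, and none lower at an unadjusted p under 0.05). Acadm, the medium-chain acyl-CoA dehydrogenase, was among the higher genes, at 199 ± 24.3 and 300.3 ± 14.6 FPKM. Cpt1a, Cpt1b, Ppargc1a and Acsl1, on the same list and measured by qRT-PCR in the paper, did not pass limma (adjusted p = 0.647, 0.0848, 0.360 and 0.553). With array weights Cpt1b passed (0.0409). In the peroxisomal β-oxidation list, 4 of 19 genes were higher and none lower (5 higher when adjusted over the list alone, and none lower at an unadjusted p under 0.05), led by Crot, a carnitine acyltransferase of peroxisomes, with a log2 fold change of 1.11. Genes of lipid uptake and lipid droplets went both ways, with 4 of 38 higher, 4 lower and 30 not past limma (6 and 5 when adjusted over the list alone). Pparg, a nuclear receptor that drives lipid storage, rose from 6.59 ± 0.866 to 12.3 ± 2.04 FPKM, while Cd36, a fatty acid transporter, was at 46.7 ± 31.0 and 91.0 ± 29.5 FPKM and did not pass (log2 fold change 1.08, standard error 0.42, adjusted p = 0.171; 0.0276 without PF-WT mouse 3). In camera the adjusted p was 0.0221 for omega oxidation, 1.05e-07 for mitochondrial β-oxidation, 0.00982 for peroxisomal β-oxidation and 0.566 for uptake and droplets, and with an estimated correlation these were adjusted p = 0.572, adjusted p = 0.395, adjusted p = 0.625 and adjusted p = 0.890.

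Without PF-WT mouse 2 the higher genes numbered 3 for omega oxidation and 0 for mitochondrial β-oxidation, peroxisomal β-oxidation and uptake and droplets (with 2 lower in the last), and without ETOH-WT mouse 3 they numbered 3, 1, 1 and 1 (again with 2 lower in the last). Without any other mouse they ranged from 3 to 5, 2 to 7, 1 to 3 and 2 to 5, and 1 gene of omega oxidation was lower without PF-WT mouse 3.

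Among the 100 tested genes with the largest ratio of ETOH-WT to PF-WT means, 7 were on the 6 lipid lists, where 1.18 would fall by chance (Acot2, Cidec, Cyp4a10, Cyp4a14, Cyp4a32, and G0s2 and Plin4, which did not pass limma; one-sided Fisher's exact test, p = 0.000176). Among the 100 with the smallest ratio there were 11, including Scd1, Pnpla3, Acss2, Acly and Fasn (one-sided Fisher's exact test, p = 2.39e-08). Fisher's test takes genes as independent, but genes of these lists vary together in the same 6 livers. Their estimated correlation was 0.603 for fatty acid synthesis and 0.617 for cholesterol synthesis, so the p-values of this test can be too small. The count of lipid genes among the 100 largest ratios was 4 without PF-WT mouse 1 (p = 0.0306, same exact test), 3 without PF-WT mouse 2 (p = 0.115), 1 among the 50 largest ratios (p = 0.449) and 0 of 100 when genes under 0.5 FPKM were kept. The adjusted p from limma exceeded 0.05 without PF-WT mouse 2 for Acadm (0.0962), Crot (0.0576) and Pparg (0.0587), without ETOH-WT mouse 3 for Acadm (0.0846) and Pparg (0.081), and for Acadm also without PF-WT mouse 1 (0.056) and without ETOH-WT mouse 1 (0.0548), as did that of the peroxisomal list in camera without PF-WT mouse 1 (0.0896) and without PF-WT mouse 2 (0.0617).

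**Figure D2:**
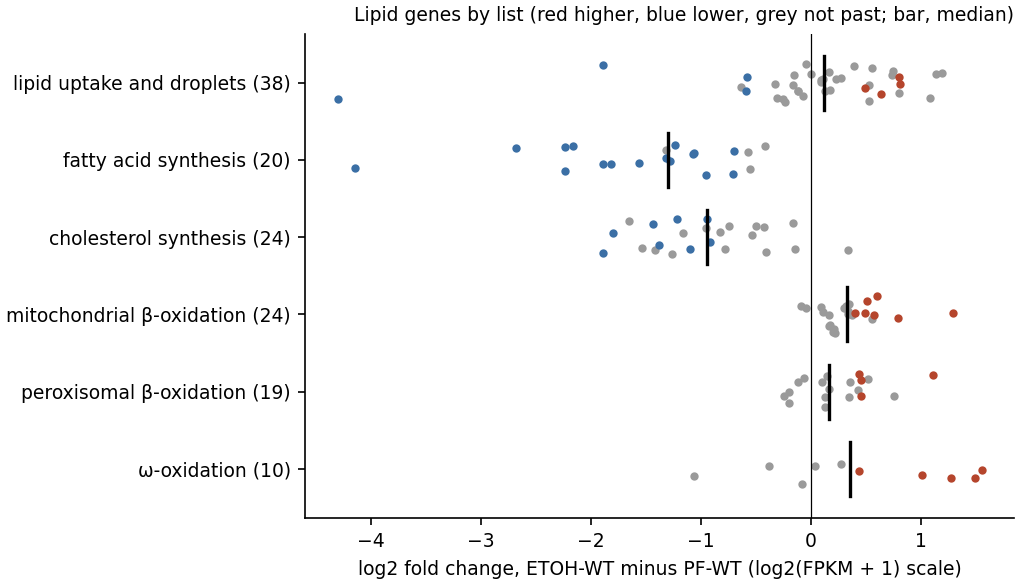
Each point is the log2 fold change of a tested gene (ETOH-WT minus PF-WT, log2(FPKM + 1) scale, x axis) in 1 of the 6 lipid lists (y axis, with the number of genes tested), and the bar is the median of the list. Points are red for higher genes, blue for lower genes and grey for genes not past the threshold, with the median of fatty acid synthesis at -1.30 and that of mitochondrial β-oxidation at 0.33.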

To verify the levels of these lipid-associated mRNAs between the WT and BKO mice, we performed qRT-PCR. The mRNA levels of the key genes involved in lipid uptake and processing, e.g., Pparg, Cd36, Fatp1, and Plin5, were found to be higher in the PF-BKO mice compared to the PF-WT mice (Figure 1D), reflecting the increased triglyceride levels we previously observed in the BKO mice on the PF diet (Figure 1A–C). However, ETOH feeding did not further elevate the levels of these transcripts in the BKO mice. Key lipid synthesis-associated transcripts, which include Fasn and Acc1, did not show any significant changes across the experimental groups. However, the expression of Angptl4, which can promote triglyceride clearance in hepatocytes [21], showed a decrease of over 2-fold in the ETOH-BKO mice compared to the ETOH-WT mice. Meanwhile, the transcript levels of Cyp7A1, a key gene for bile acid synthesis, were increased in the PF-BKO group compared to the PF-WT group. Previous reports have indicated that retinoic acid treatment decreases the mRNA levels of Cyp7A1 in hepatocytes [22], thus suggesting that the Cyp7A1 increases observed in the PF-BKO mice could be mediated by RARβ [22].

In addition to the increased levels of lipid synthesis-associated mRNAs observed in the PF-BKO group, we detected evidence for decreased lipid beta-oxidation, as shown by the lower Acadm and Cpt1a mRNA levels in the PF-BKO vs. WT mice. We also discovered a more dramatic decrease in the levels of beta-oxidation in the ETOH-BKO mice compared to the ETOH-WT mice, as indicated by the decreases in the Acadm, Cpt1b, Pgc1a, and Acsl1 mRNAs (Figure 1D). To overcome impaired beta-oxidation, compensatory omega oxidation could occur [23]. Our data showed that ETOH increased the transcript levels of the genes associated with omega oxidation in the WT mice, but not in the BKO mice. We also measured the mRNA levels of the genes implicated in glucose transport (Sorbs1) and gluconeogenesis (Pck2) and showed that these transcripts were decreased in the ETOH-BKO group. Collectively, decreased beta-oxidation, along with simultaneous lipid synthesis, could result in higher steatosis levels in the BKO mice even without ETOH treatment.

### 2.2. RARβ Limits the ETOH-Associated Integrated Stress Response (ISR) in Mice

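Some genes of antioxidant defense and of drug metabolism were higher in ETOH-WT livers than in PF-WT livers. Of 46 measured genes on a list of NRF2 targets and other antioxidant genes, 17 were higher and 3 were lower (28 and 3 when adjusted over the list alone). The median log2 fold change of this NRF2 list was 0.53. Gstp1, a glutathione transferase (ENSMUSG00000060803, chromosome 19 of GRCm38, 4035407 to 4037921), rose from 128 ± 12.6 to 427 ± 81.6 FPKM (SD, n = 3 mice each), a log2 fold change of 1.72 (standard error 0.15, adjusted p = 0.0018 from limma). Mt2, a metallothionein that binds metals and scavenges radicals, rose from 41.4 ± 11.7 to 189.5 ± 74.2 FPKM (log2 fold change 2.14, standard error 0.27, adjusted p = 0.00748). Nfe2l2, which encodes NRF2, was at 38.4 ± 2.85 and 32.0 ± 7.01 FPKM in PF-WT and ETOH-WT livers (adjusted p = 0.312). The NRF2 target Hmox1 was at 20.2 ± 2.89 and 20.5 ± 5.26 FPKM (adjusted p = 0.999). Both are on the list. The 3 lower genes, G6pdx, Pgd and Me1, encode enzymes that make NADPH, and G6pdx fell from 6.25 ± 1.82 to 1.68 ± 0.270 FPKM. Of 30 genes of xenobiotic metabolism under the receptors CAR, PXR and AHR, 16 were higher and 1 was lower (22 and 3 when adjusted over the list alone), with a median log2 fold change of 0.74. Ugt1a9, a glucuronosyltransferase, was at 26.1 ± 3.09 and 132 ± 60.2 FPKM, while Ugt1a5 at the same locus was at 159 ± 35.8 and 20.7 ± 16.9 FPKM (log2 fold change -3.13, adjusted p = 0.0106). The Ugt1a genes share exons, so a shift of reads among them, rather than of their expression, stays open. In camera the adjusted p was 1.05e-07 for the NRF2 list and 7.92e-11 for the xenobiotic list, and for both it was adjusted p = 0.287 with an estimated correlation. The higher and lower genes of the NRF2 list numbered 9 and 1 without PF-WT mouse 2 and 11 and 1 without ETOH-WT mouse 3, and those of the xenobiotic list 4 and 1 and 6 and 0, while 13 to 17 and 12 to 15 genes were higher without any other mouse.

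Supplementary File S2 lists 56 pathways from 7 databases, which hold 199 genes. They come from the study's analysis of the same livers, so their direction is not independent evidence. The ratio of means was at least 1.5 for all 199, and of the 146 with enough FPKM to test, 76 were higher in limma. The 4 oxidative stress pathways among them hold 16 genes, of which 14 were tested and 6 were higher, namely Por, Gsta2, Nqo1, Ugt1a1, Gstt2 and Mt1. Gstt2, a glutathione transferase, rose from 45.4 ± 4.17 to 82.3 ± 3.24 FPKM (log2 fold change 0.85, standard error 0.09, adjusted p = 0.00444). Mt1, another metallothionein, rose from 127 ± 9.38 to 282 ± 66.0 FPKM (log2 fold change 1.12, standard error 0.16, adjusted p = 0.0106). Por, the reductase that passes electrons to cytochromes P450, rose from 138 ± 8.49 to 277 ± 78.2 FPKM (log2 fold change 0.96, standard error 0.20, adjusted p = 0.0311). The higher genes made up 2 of 4 in the BioCarta pathway, 1 of 3 in the Elsevier pathway, 4 of 8 in the WikiPathways pathway and 0 of 4 in the Panther pathway. These totals include genes that were not tested, namely Cyp1a1 in the Elsevier and WikiPathways pathways and Mapk13 in the Panther pathway. In the Panther pathway Myc and Map2k6 had an unadjusted p of 0.00391 and 0.0293 in limma (Map2k6 passed without ETOH-WT mouse 2, at an adjusted p of 0.0229). Por kept an adjusted p under 0.05 without ETOH-WT mouse 2 (0.00325) and lay between 0.059 and 0.115 without any other mouse, and with quantile normalization it was at 0.0501. Without PF-WT mouse 2 the adjusted p was 0.0599 for Ugt1a1, 0.154 for Me1 and 0.071 for Pgd, without ETOH-WT mouse 3 it was 0.0544 for Ugt1a1, 0.134 for Me1 and 0.0612 for Pgd, and for Me1 it was 0.0617 without PF-WT mouse 3, 0.096 without ETOH-WT mouse 1 and 0.1 without ETOH-WT mouse 2. Me1 was also at 0.0543 without a filter on low values, 0.0546 under median-ratio scaling, 0.0525 without a variance trend and 0.0762 under robust eBayes.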

We also used the pathway analysis web resource, Enrichr (maayanlab.cloud/Enrichr/) to analyze the RNA-seq data we obtained and found that oxidative stress-related pathways were among the top ten pathways (Supplementary File S2) observed from four out of seven gene enrichment databases. Our RNA-seq analysis revealed the major pathways and key transcripts associated with the hepatic oxidative stress response (i.e., Gsta2, Nqo1, Gdf15, and Ddit3 (Chop)) [24]), with some of these genes (Gdf15 and Ddit3) being indicative of a more severe and prolonged stress known as the integrated stress response (ISR) [25,26] (Supplementary File S2). 

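Of these 4 transcripts, Gsta2, Nqo1 and Gdf15 were higher in ETOH-WT than in PF-WT livers, and Ddit3 did not pass the test. Gsta2, a glutathione transferase that detoxifies products of lipid peroxidation (ENSMUSG00000057933, chromosome 9 of GRCm38, 78331018 to 78355788), rose from 4.61 ± 4.06 to 25.6 ± 9.17 FPKM (SD, n = 3 mice each), a log2 fold change of 2.43 (standard error 0.49, adjusted p = 0.0285 from limma). Nqo1, the NAD(P)H quinone reductase (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206), rose from 8.12 ± 1.62 to 13.4 ± 2.30 FPKM (log2 fold change 0.66, standard error 0.16, adjusted p = 0.0469). Gdf15, a hormone released under cell stress (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456), rose from 3.78 ± 2.50 to 24.2 ± 9.37 FPKM (log2 fold change 2.47, standard error 0.39, adjusted p = 0.013). Ddit3, which encodes the transcription factor CHOP (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288), was at 5.07 ± 1.51 FPKM in PF-WT livers and 9.26 ± 4.89 FPKM in ETOH-WT livers (log2 fold change 0.69, standard error 0.31, adjusted p = 0.228). Gsta2 can share reads with its close copy Gsta1, and the end of Ddit3 overlaps Mars on the opposite strand. Leaving out 1 mouse at a time, the adjusted p of Gdf15 was 0.050 without ETOH-WT mouse 3 and lower without any other, and that of Gsta2 was 0.0552 without PF-WT mouse 1, 0.106 without PF-WT mouse 2, 0.0723 without ETOH-WT mouse 2 and 0.106 without ETOH-WT mouse 3. Nqo1 passed without PF-WT mouse 3 alone (0.0292) and lay between 0.0542 and 0.171 without any other mouse, with 0.0737 under quantile normalization, 0.0715 under median-ratio scaling, 0.0548 without a filter on low values and 0.0518 without a variance trend, while Gsta2 was at 0.0646 under robust eBayes.

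Among 35 measured targets and members of the ISR/ATF4 program, 6 were higher, 2 were lower and 27 did not pass limma (9 and 3 when adjusted over the list alone), with a median log2 fold change of 0.22. Trib3, a pseudokinase induced by ATF4, rose from 2.88 ± 1.70 to 13.8 ± 2.35 FPKM (log2 fold change 2.02, standard error 0.30, adjusted p = 0.0112), and Psat1, an enzyme of serine synthesis, rose from 0.636 ± 0.163 to 3.04 ± 0.777 FPKM (log2 fold change 1.29, standard error 0.15, adjusted p = 0.00549). The lower genes, Mars and Tars, encode the tRNA synthetases for methionine and threonine, and Mars had a log2 fold change of -0.66 (standard error 0.09, adjusted p = 0.00946). Atf4 itself was at 74.0 ± 14.5 and 76.0 ± 3.37 FPKM (adjusted p = 0.851). As a group this list did not pass camera (adjusted p = 0.0568; adjusted p = 0.662 with an estimated correlation), and its adjusted p ranged from 0.0165 to 0.662 over 17 alternatives and lay under 0.05 in 10 of them. The higher genes of the list numbered 3 without PF-WT mouse 2, 3 without ETOH-WT mouse 2, 2 without ETOH-WT mouse 3 and 4 to 5 without any other mouse. Of 27 genes of ER chaperones, protein folding and ER-associated degradation, 5 were higher, Derl3 among them, and none was lower (10 higher when adjusted over the list alone, and none lower at an unadjusted p under 0.05), with a median log2 fold change of 0.41. Pdia6, a protein disulfide isomerase, was at 125 ± 26.0 FPKM in PF-WT livers and 205 ± 27.1 FPKM in ETOH-WT livers (log2 fold change 0.72, standard error 0.16, adjusted p = 0.0376). The list was drawn up as targets of ATF6 and XBP1. Atf6, also on it, was at 13.4 ± 2.19 and 18.0 ± 2.61 FPKM and did not pass limma (adjusted p = 0.133, and 0.0228 with array weights). The camera adjusted p of this list was 3.69e-06, and adjusted p = 0.572 with an estimated correlation, and its higher genes numbered 0 without PF-WT mouse 2, 1 without PF-WT mouse 3, 1 without ETOH-WT mouse 3, 8 without PF-WT mouse 1 and 2 to 3 without any other mouse. Pdia6 passed without PF-WT mouse 1 alone (0.0175), was at 0.0673 under quantile normalization and reached 0.145 without PF-WT mouse 2, and Tars passed without ETOH-WT mouse 2 alone (0.00957) and reached 0.143 without PF-WT mouse 2. The paper takes Gdf15 and Ddit3 among its 4 transcripts as marks of the ISR, and from there turned to the oxidative stress and ISR transcripts in WT and BKO livers. In those livers, by other assays, it reports no significant change of Atf6 mRNA or BIP protein, and no spliced Xbp1.

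**Figure D3:**
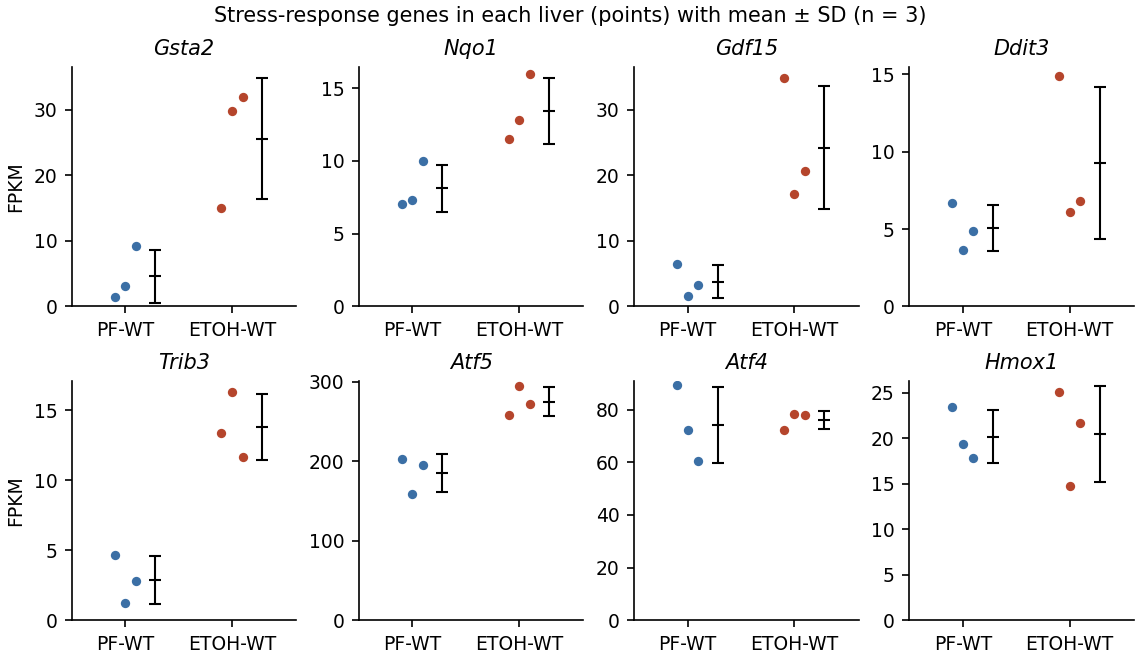
FPKM of stress genes in the 3 PF-WT and the 3 ETOH-WT livers (y axis, linear from 0, 1 panel per gene), with 1 point per mouse and bars for the mean and SD. Gdf15 lay at 3.78 ± 2.50 and 24.2 ± 9.37 FPKM with no overlap between the diets, while the values of Ddit3 overlapped.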

We further investigated the oxidative stress response and the ISR signature key transcripts using qRT-PCR in the WT and BKO livers (Figure 2). Compared with the ETOH-WT group, the ETOH-BKO livers showed increased mRNA levels of the ISR-associated genes Atf4 and Trib3 (Figure 2). Other mRNAs that are part of the Atf4 ISR signature and the oxidative stress response [27], including Asns and Gdf15 [25,28,29], were also increased in the livers of the ETOH-BKO and ETOH-WT groups compared to the PF groups (Figure 2). We measured the hepatic mRNA levels of Atf6, an endoplasmic reticulum stress marker, but detected no significant changes across the experimental groups (Figure 2). Similarly, we observed no significant changes in a key ATF6-associated chaperone protein, BIP/GRP78 (Supplementary Figure S4) [30], indicating that unlike ATF4 and its network, ATF6 likely does not play a major role in our model of ALD. We further investigated a third arm of the classic ER stress response, IRE1α–XBP1 splicing [5], and found no spliced Xbp1 in our model (Supplementary Figure S5). Together, these mRNA data indicate that the loss of RARβ in hepatocyte cells exacerbates the ETOH-induced activation of oxidative stress and the ISR/ATF4 gene signaling pathway in the liver.

Next, we discovered that transcripts that are part of the oxidative stress response and function as antioxidants, including Gsta2a and Gsta2b, as well as Nqo1 and Hmox1 (Figure 2), were increased in the ETOH-BKO mice compared to the ETOH-WT mice, suggesting the production of a greater response to cellular stress in the ETOH-BKO mice. Nqo1 and Hmox1 are target genes of Nrf2, a key transcription factor that regulates the cellular antioxidant defense [6]. However, Nrf2 mRNA levels were only minimally increased in the ETOH-treated mice (Figure 2). Genes that have previously been linked to different aspects of the oxidative stress response, including Atf5, Fgf21, Egr1, and Por, showed no transcript increases in the livers from the ETOH-BKO vs. ETOH-WT mice, suggesting that these genes are not driving our model of ALD pathology (Figure 2).

We next performed immunostaining to measure 4-hydroxynonenal (4-HNE), a lipid peroxidation product and widely used marker of oxidative stress [31]. The ETOH-BKO livers exhibited increased 4-HNE levels (72%, *p* = 0.001) compared to that of the ETOH-WT livers (Figure 3A,B; Supplementary Figure S6). Similarly, the hepatic protein levels of ATF4 and NQO1 were markedly higher in the ETOH-BKO mice than in the ETOH-WT mice, as demonstrated in the high and low magnification images that were obtained following the immunostaining procedure (Figure 3A,B; Supplementary Figure S6). The red arrows point to nuclear ATF4 positivity, especially in the hepatocytes of the ETOH-BKO mice. This is a strong indication of increased ATF4 activation (Figure 3A). Next, with Western blotting, we found similar increases in the levels of the ATF4, NQO1, and HMOX1 proteins (Figure 3A–C). The higher transcript levels of the key genes in the Atf4 pathway, such as Trib3 and Asns, which were observed in the ETOH-BKO livers (Figure 2 and Figure 3) led us to measure 4-EBP1 (EIF4EBP1), as it is a critical ATF4 gene target that is implicated in protein synthesis, metabolic and stress adaptations [29], and cancer [32]. We found increases in the phosphorylated form of 4-EBP1 (T37/46) in the ETOH-BKO mice, whereas we found increases in the levels of the total 4-EBP1 protein in both the PF- and ETOH-BKO livers vs. the WT livers (Figure 3C). Taken together, these findings support a model in which RARβ limits the levels of ATF4 and 4-EBP1 in hepatocytes.

### 2.3. RARβ Knockout-Cultured Hepatocytes also Show Increased Reactive Oxygen Species Generation

To investigate the effects of ETOH on ATF4 in cultured hepatocytes, we used the human hepatoma cell line HepG2, along with the normal mouse hepatocyte cell line AML12, to ensure that the ETOH-induced effects were not unique to the neoplastically transformed phenotype of HepG2 cells. Additionally, in order to determine whether hepatocytes play a direct role in the increased susceptibility of the BKO mice to ETOH-induced stress, we generated a Crispr/Cas9 RARβ knockout HepG2 cell line [19]. After 24 h and 72 h ETOH treatments (Figure 4A), we stained living cells with the reactive oxygen species (ROS) dye CellRox and found that ROS levels caused by the ETOH treatments increased over time in both the RARβ-KO and parental cells (Figure 4B,C). However, the RARβ-KO cells displayed higher ROS levels compared to their parental cells after both 24 h and 72 h of ETOH (Figure 4B,C). Thus, compared to the parental cells, RARβ-deficient hepatocytes exhibit more rapid production and higher levels of ROS upon ETOH treatment.

### 2.4. ATF4 Is Increased in the RARβ Knockout-Cultured Hepatocytes

Ethanol caused ATF4 increases in both the AML12 (Figure 5A,C) and HepG2 cells (Figure 5B,D). Next, we noted that even RARβ-KO cells cultured without ETOH treatment displayed a 1.5-fold increase in the ATF4 protein compared to the parental HepG2 cells, indicating that lack of RARβ increases ATF4 even under routine culture conditions, an indication of increased susceptibility to cellular stress.

### 2.5. RARβ Is a Negative Regulator of ATF4 but Not 4-EBP1 in Cultured Cells

We next asked whether the ATF4 increases observed in the RARβ-KO HepG2 cells were associated with increases in its target, 4-EBP1, thus recapitulating the results obtained from the PF-BKO and ETOH-BKO mice. Again, we found that ETOH treatment caused similar 4-EBP1 increases in both AML12 and HepG2 cells (Figure 6A,B). Consistent with the ATF4 increases observed in the RARβ-KO HepG2 cells, 4-EBP1 protein levels were also increased in the RARβ-KO cells. To further ascertain whether the 4-EBP1 increases observed in the RARβ-deficient hepatocytes were directly dependent on ATF4, we generated an ATF4 KO cell line in both the parental and RARβ-KO lines (Figure 6C). Comparing the 4-EBP1 levels in the ATF4 KO and the RARβ-KO cells; the 4-EBP1 levels in ATF4 KO cells were greatly decreased. These results show that 4-EBP1 levels in cultured cells are primarily regulated by ATF4.

## 3. Discussion

Marked reductions in hepatic retinoids occur in human and animal models of chronic alcohol abuse [14,33]. Here we demonstrated that hepatocyte loss of one of the effectors of retinoid signaling, RARβ, is associated with a greater ETOH-induced level of hepatic steatosis and oxidative stress.

### 3.1. ETOH-Fed BKO Mice Develop Greater Hepatic Steatosis Than Wild Type Mice

Hepatic steatosis is one of the first histological changes that occur in the livers of mice fed an ETOH-diet, such as the Lieber–DeCarli diet [34]. Here, we showed that BKO mice exhibited higher levels of steatosis compared to the WT mice on both a PF diet and after ETOH treatment (Figure 1). The increased steatosis observed in the livers of the BKO mice after ETOH treatment is consistent with our recently published data indicating that RARβ-KO HepG2 cells treated with oleate and palmitate show dramatic increases in the numbers of lipid droplets compared to HepG2 parental cells [19]. Thus, our current data reported here underscores the role of RARβ in limiting steatosis in two different models, one caused by high fat intake [19], and one by ETOH [17].

We do not know whether RARβ limits steatosis by repressing specific genes in hepatocytes in the absence of the endogenous agonist RA, or if RA is required for either transcriptional activation or repression for RARβ to limit steatosis. Experiments in which the BKO mice are placed on a vitamin A-deficient diet and then given ETOH could potentially answer this question, but such experiments are complicated by the effects of vitamin A depletion on other organs in the body. In a recent publication on a nuclear receptor related to the RARs, LXR (liver X receptor), a set of LXR target genes in the liver was identified that show direct ligand-dependent transcriptional repression; these genes exhibited an increased expression in the LXR knockout mice, but they also displayed lower expression levels in response to an LXR agonist [35]. It is possible that RARβ can regulate a subset of target genes in a similar manner.

The increased steatosis in the BKO mice compared to the WT mice on a pair-fed diet was consistent with lipid synthesis and transport transcript increases, and surprisingly with the deficient lipid beta-oxidation (Figure 1). In a recent publication, hepatic stellate cell-specific Cpt1a knockout mice showed dramatic hepatic steatosis increases when fed with both control and high-fat diets [36], indicating how beta-oxidation is key to the overall lipid metabolism of the liver.

Other researchers have reported that the actions of the RARs can limit the hepatosteatosis associated with obesity. Li et al. [37] demonstrated that RARβ promotes fatty acid oxidation in a mouse model of obesity-associated metabolic disease, but while these authors invoked increases in FGF21 as the major mechanism by which RARβ acted in this murine model, we did not detect lower FGF21 mRNA levels in the BKO livers compared to the WT livers (Figure 2). Expression of a dominant negative RARα construct, which blocks the actions of all three RARs in hepatocytes, also resulted in steatohepatitis and liver tumors [38]—a dramatic result. However, in this model, the effects of each RAR were not able to be determined since the actions of all three RARs were blocked by the dominant negative construct. In a RARα knockout (AlbCre) mouse model fed an obesogenic diet, the increased hepatosteatosis, relative to that observed in the RARα fl/fl mice used as controls, was prevented by the treatment with the RAR pan-agonist, all-trans retinoic acid (RA) [39], indicating that RA can act via RARs other than RARα to limit hepatosteatosis. However, in this report, no RARα selective agonist was assessed. Collectively, our data on RARβ and previous research by others on RARα indicate that RARs are protective against steatosis and could be exploited therapeutically to limit the onset of liver disorders characterized by a dysregulation of lipid metabolism. However, we need to further dissect the mechanistic links between the RARs and the various lipogenic metabolic pathways in the liver.

### 3.2. Lack of RARβ Causes Greater Oxidative Stress and the Activation of the ATF4/Integrated Stress Response during ETOH Treatment

One of the unexpected signatures emerging from the ETOH-BKO hepatocytes compared to WT is the activated ATF4 network, which includes the increased mRNA and protein levels of the transcription factor ATF4 and the mRNA levels of several of its key target genes, such as Asns and Trib3 [28,29]. Both are ‘classic’ ATF4 target genes [40]. Previous research demonstrated that ATF4 knockout (AlbCre) in the livers of mice on a 4 week-long Lieber–DeCarli diet resulted in resistance to the development of hepatosteatosis and among the key mechanisms by which ATF4 increased steatosis were increased lipogenesis, a lipid uptake gene signature, and increased AMPK activity [41]. 

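In ETOH-WT and PF-WT livers, 108 genes on stress response lists and 134 genes on 6 lists of lipid metabolism were tested with limma. The stress lists held NRF2 targets with other antioxidant genes, ISR/ATF4 genes, and genes of ER chaperones and ER-associated degradation. Of the stress genes 28 were higher and 5 were lower on the ETOH diet. Of the lipid genes 20 were higher, 27 were lower and 87 did not pass the test. Without PF-WT mouse 2 the higher and lower genes numbered 12 and 3 for stress and 3 and 10 for lipids, without ETOH-WT mouse 3 they numbered 14 and 2 and 6 and 14, and without any other mouse 22 to 25 stress genes and 8 to 19 lipid genes were higher. Gpam, which starts triglyceride synthesis, fell from 127 ± 47.2 to 31.9 ± 3.31 FPKM (SD, n = 3 mice each; log2 fold change -1.89, standard error 0.25, adjusted p = 0.00767). In the other direction, Cyp4a32, an omega hydroxylase whose close copies may share its reads, rose from 4.68 ± 1.45 to 12.4 ± 0.946 FPKM (log2 fold change 1.27, standard error 0.17, adjusted p = 0.00798). Of the 18 gene lists tested, 9 passed camera, 7 of them upward. The test fry, which asks whether the genes of a list move on balance 1 way, passed for 4 lists, namely NRF2 antioxidant genes and xenobiotic metabolism (adjusted p = 0.015 each, upward), mitochondrial β-oxidation (adjusted p = 0.0204, upward) and fatty acid synthesis (adjusted p = 0.0204, downward). With an estimated correlation 0 of the 18 lists passed, the lowest at adjusted p = 0.287.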

In our RNA-seq analysis, oxidative stress-associated pathways, rather than lipid metabolism-associated pathways, were predominant in the gene signature.

Although there is evidence in that obese mice and ETOH-treated mice display a reduced level of oxidative stress after treatment with RA (a pan RAR agonist) [42] or a RARβ2 agonist (AC261066) [17], we did not understand which molecular pathways participated in the stress response to ETOH. Our data, presented here, support a previously unrecognized role for RARβ in negatively regulating ETOH-induced cellular stress. Thus, when RARβ is absent, ATF4 mRNA and protein expression levels are higher (Figure 2 and Figure 3). ATF4 is often primarily regulated at the level of protein translation [24], but in the ETOH-BKO livers, ATF4 mRNA is higher compared to the ETOH-WT livers (Figure 2). Our data suggest that there is transcriptional activation of the ATF4 gene in the absence of RARβ, raising the possibility that RARβ either regulates ATF4 directly or acts indirectly as an ATF4 regulatory transcription factor. Presently, no research has been conducted to determine these mechanisms. We also recently reported that ATF4 mRNA levels are much higher in human clear cell renal cell carcinoma patient specimens than in normal kidney samples [28].

Notably, one of the ATF4 best-described target genes is EIF4EBP1, which encodes 4-EBP1 [29], a protein required to decrease mRNA translation in physiologic states [43]. Persistent, chronic 4-EBP1 overexpression is associated with multiple types of cancer [32]. Although we show that both mice and cultured hepatocytes with RARβ deficiency display large ATF4 and 4-EBP1 increases, our RARβ-ATF4 double knockout cell cultures did not show increases in 4-EBP1 (Figure 6). These data implicate RARβ as a key tumor suppressor in the liver and require further research to determine how RARβ and ATF4 interact.

### 3.3. Cyp2E1 Is Not Required for the More Severe ALD and Increased ISR Network in the BKO Liver

An increased CYP2E1 in ALD is associated with cellular stress and the integrated stress response (ISR) [44], and is critical for the pathology of ALD in mice and humans [5]. Our data show that even though the ETOH-BKO mice display higher steatosis levels and greater expression of the ISR network compared to the ETOH-WT mice, their blood ETOH levels and liver CYP2E1 protein levels are not higher (Supplementary Figure S2), suggesting that, in part, RARβ regulates cellular stress independently from CYP2E1.

In summary, our research advances our current understanding of both the pathophysiology of ALD and the role of the retinoic acid signaling pathway in liver physiology, with RARβ as a key negative regulator of steatosis, cellular stress, and the integrated stress response via ATF4 (summarized in the graphic abstract). Our results identify previously undetected links between the retinoic acid and the integrated stress response signaling pathways, and provide a deeper understanding of the pathophysiology of ALD. This knowledge is critical for designing much-needed therapies to decrease the morbidity and mortality associated with ALD and other disorders characterized by a vitamin A deficiency.

## 4. Materials and Methods

### 4.1. Mice and Treatments

All animal experiments and protocols were approved by the Institutional Animal Care and Use Committees (IACUC) of the WCMC. We generated conditional knockout (KO) transgenic female and male mice by crossing albumin Cre (AlbCre) mice (#005657; The Jackson Labs) with RARβ fl/fl mice (floxed in exons 9 and 10) on a C57Bl/6 background [20] to obtain liver-specific RARβ knockout mice (BKO), which exhibited an almost complete elimination of the ligand-binding domain (LBD) of RARβ, resulting in its disruption (Supplementary Figure S1). To mimic the early stages of alcohol-associated liver disease (ALD), we treated mice with the Lieber–DeCarli diet for 3 weeks (Supplementary Figure S2A and Supplementary Materials and Methods). We followed a previously published protocol [33] with some changes.

### 4.2. Triglyceride Measurements

We performed triglyceride extraction in frozen liver samples (50 mg tissue) using the Folch method and the Infinity triglyceride reagent (TR22421, Invitrogen, Waltham, MA, USA), as previously described [45].

### 4.3. Blood Alcohol Level Measurements

To measure blood alcohol levels, we used an ethanol assay kit (MAK076; Sigma, St. Louis, MO, USA) on mouse plasma collected at the time of sacrifice.

### 4.4. RNA Isolation and qRT-PCR

We isolated total RNA from the livers of the WT and BKO mice fed the ETOH diet (n = 5 for each genotype) and pair-fed (n = 4 for each genotype) using the RNeasy Mini Kit (74104, Qiagen, Hilden, Germany) with in-column DNAse I treatment (1023460, Qiagen), which was followed by NanoDrop quantification, reverse transcription, and qRT-PCR (Quanta Biosciences, Beverly, MD, USA) (Supplementary Materials and Methods and Supplementary Table S1 for the list of primers used).

### 4.5. Southern Blotting and Immunostaining

To determine the genotypes of the RARβ knockout mice we performed Southern blot analysis (as detailed in Supplementary Figure S1 and the Supplementary Materials and Methods). To measure the levels of specific proteins we performed immunohistochemistry and western blotting (Supplementary Table S2 for the list of antibodies used).

## Figures and Tables

**Figure 1:**
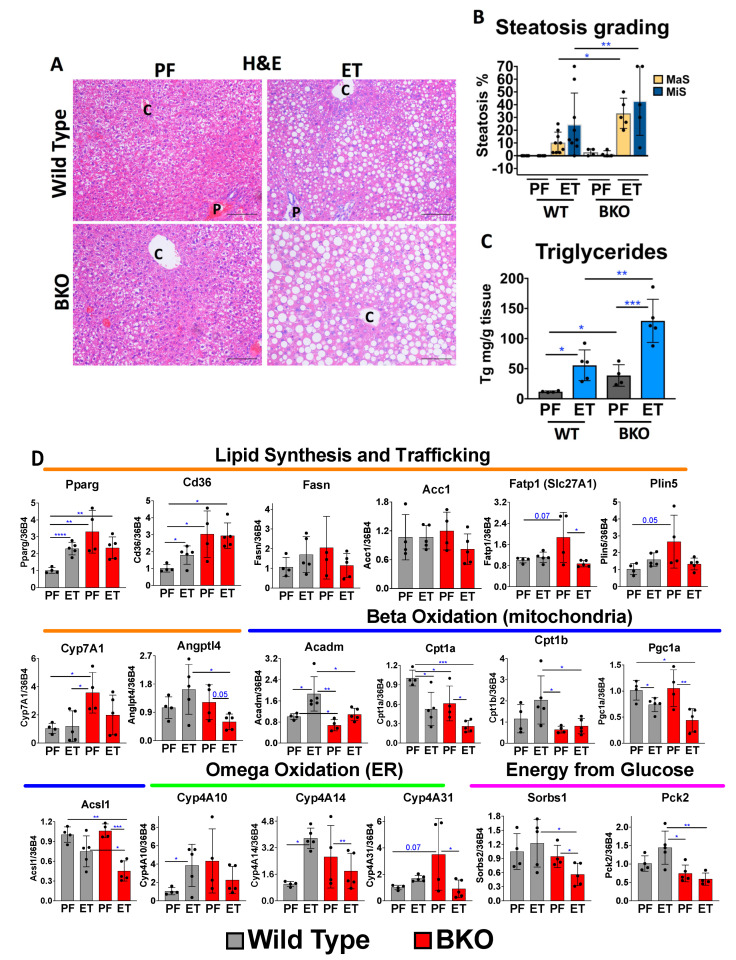
Phenotype of the Liber DeCarli ethanol-fed mice. (**A**) Hematoxylin and eosin (H&E) staining of representative liver sections of pair-fed (PF) and ethanol (ET) treatments in wild-type and AlbCre–RARβ knockout (BKO) mice. “C” denotes the hepatic central vein and “P” represents the portal vein, respectively. (**B**) Steatosis grading performed by a liver pathologist blinded to the identity of the treatments. The treatments are indicated as either the pair-fed (PF) diet (or control diet) or the ETOH diet (ET). MaS indicates macrosteatosis and MiS indicates microsteatosis, respectively. (**C**) Quantitative measurements for the levels of hepatic triglycerides performed with the Folch method (Materials and Methods). The levels of triglycerides (Tg) are expressed as Tg per milligram of tissue. The data are represented as mean ± standard deviation (SD). Mice used for each group: WT (PF = 6; ET = 8, respectively) and BKO (PF = 4; ET = 6, respectively). (**D**) mRNA levels of the genes grouped under different categories: lipid synthesis and trafficking under the orange line, beta-oxidation occurring in the mitochondria under the blue line, omega oxidation occurring in the endoplasmic reticulum (ER) under the green line, and energy released from glucose under the pink line in the wild-type (gray bars) and BKO mice (red bars) fed a pair-fed (PF) diet and an ETOH diet (ET). WT (PF = 4; ET = 5, respectively). BKO (PF = 4; ET = 5, respectively). The data are represented as mean ± standard deviation (SD). Scale bar = 100 μm. * = *p* < 0.05; ** = *p* < 0.01; *** = *p* < 0.001; **** = *p* < 0.0001.

**Figure 2:**
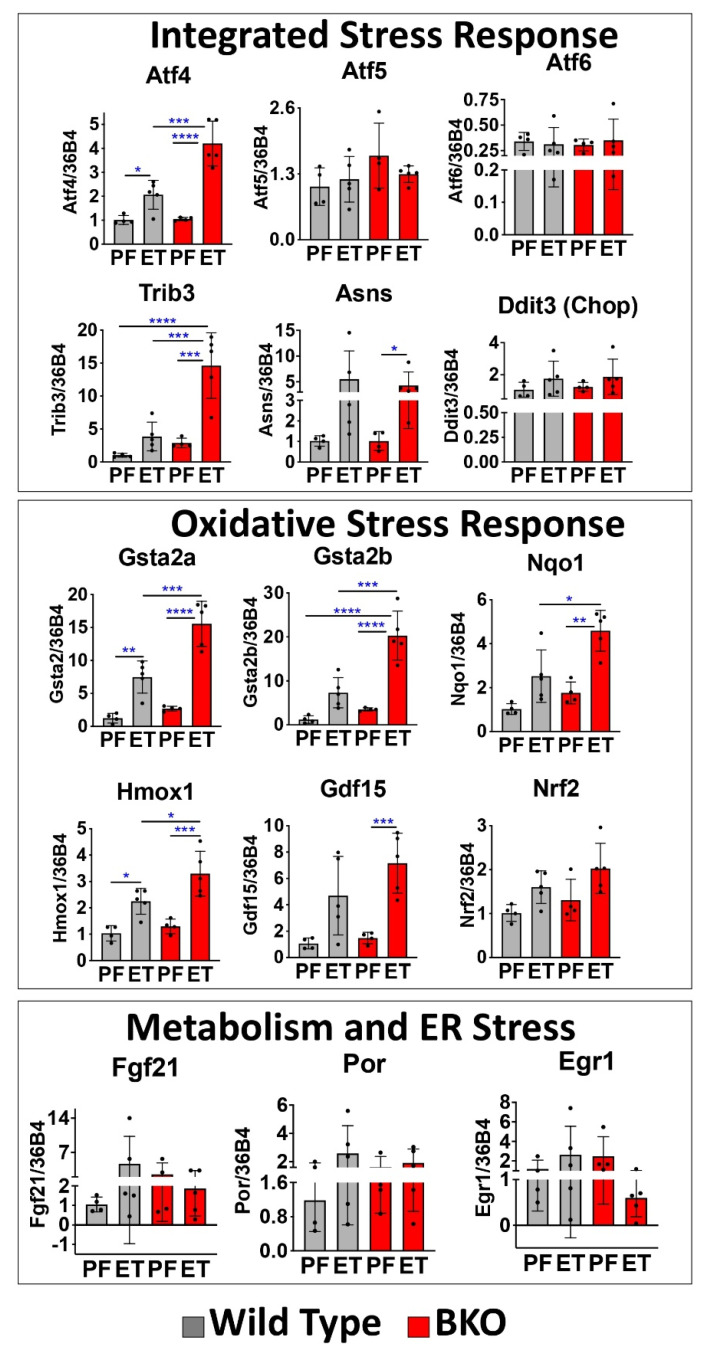
Genes associated with oxidative Stress. mRNA levels of the genes associated with the integrated stress response, the oxidative stress response, metabolism, and endoplasmic reticulum (ER) stress in the wild type (grey bars) and BKO mice (red bars) fed a pair-fed (PF) diet and an ETOH diet (ET). WT (PF = 4; ET = 5, respectively). BKO (PF = 4; ET = 5, respectively). The data are represented as mean ± standard deviation (SD). * = *p* < 0.05; ** = *p* < 0.01; *** = *p* < 0.001; **** = *p* < 0.0001.

**Figure 3:**
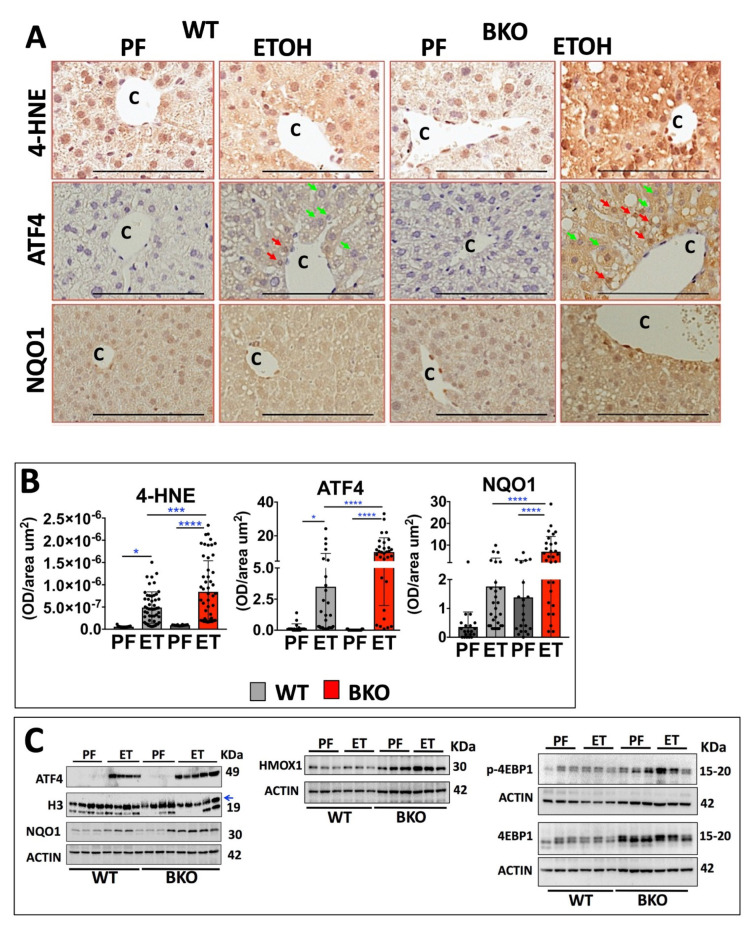
Increased oxidative stress and the ATF4 network in RARβ-deficient hepatocytes compared to wild type mice. (**A**) Immunohistochemistry of the oxidative stress marker 4-hydroxynonenal (4-HNE), ATF4, and NQO1, in the livers of the AlbCre–RARβ knockout (BKO) and wild type (WT) mice. We performed immunostaining in representative liver sections of pair-fed (PF) mice (WT, n = 4; BKO, n = 4) and ETOH-fed mice (WT, n = 5; BKO, n = 5). “C” denotes the hepatic central vein and “P” designates the portal vein, respectively. The red arrows denote ATF4-positive nuclei and green arrows denote ATF4-negative nuclei. (**B**) Quantification of the immunostainings for 4-HNE, ATF4, and NQO1. (**C**) Western blotting of the protein expression of ATF4, NQO1, HMOX1, phosphorylated 4-EBP1 (T37/46), and total 4-EBP1. The blue arrow denotes the specific size band for H3. The data are represented as mean ± standard deviation (SD). Scale bar = 100 μm. * *p* < 0.05; *** = *p* < 0.001; **** *p* < 0.0001.

**Figure 4:**
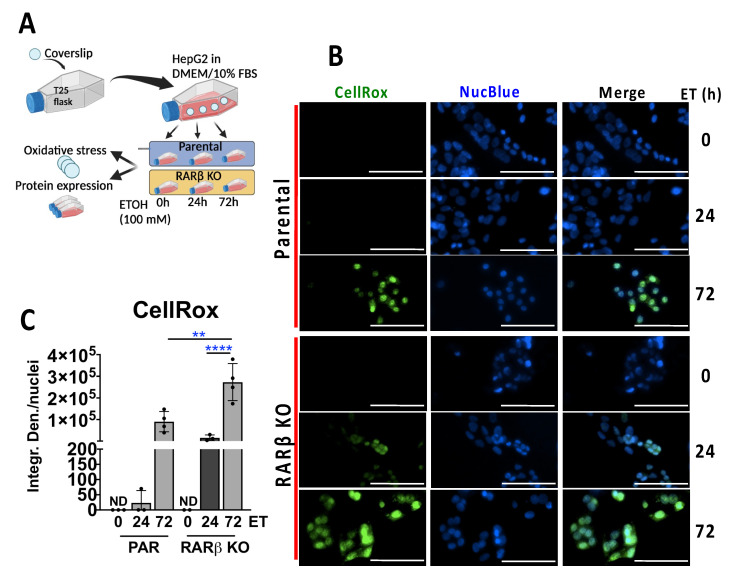
ETOH-induced oxidative Stress in RARβ knockout human hepatocytes. (**A**) Experimental strategy in RARβ knockout (KO) previously generated using Crispr/Cas9 technology with HepG2 cells (Ref. [19]). For the ETOH treatments, we plated cells in T25 flasks in which we previously placed sterile glass coverslips and allowed the cells to attach for 24 h in DMEM supplemented with 10% FBS (Supplementary Materials and Methods). The use of T25 flasks provided a reliable method to avoid ETOH evaporation and glass coverslips in the T25 flasks could be removed following the end of these experiments to measure the levels of oxidative stress in living cells. The remaining cells in the T25 flasks were scraped for Western blotting. ETOH treatments (100 mM) were first performed for 24 and 72 h and then compared with untreated cells, indicated as 0 h. (**B**) To assess the levels of oxidative stress in the experimental groups, we stained the cells for 40 min with 2.5 μM of CellRox (green), whereas for the nuclei, we used NucBlue (blue). (**C**) Quantification of the CellRox staining. CellRox staining expressed as integrated density (Integr. Den.), normalized for the number of nuclei per field. Scale bar = 100 μm. ** = *p* < 0.01; **** = *p* < 0.0001.

**Figure 5:**
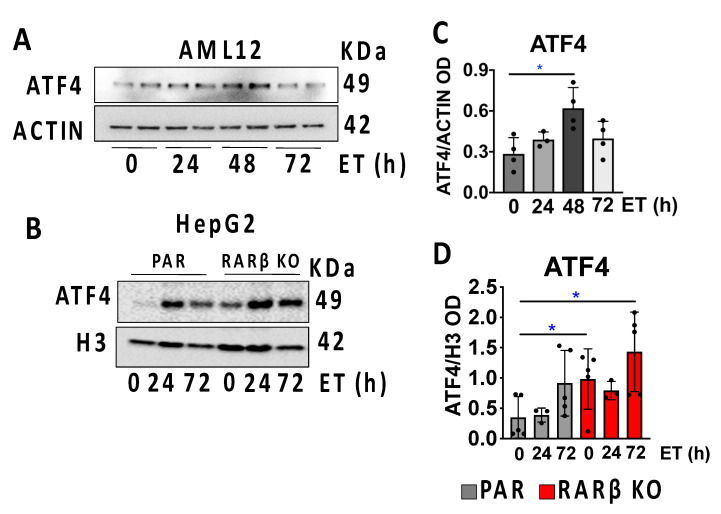
ATF4 increases in RARβ knockout human and mouse hepatocytes. (**A**) ATF4 Western blotting in the mouse hepatocyte cell line, AML12, used as normal hepatocytes of reference after ETOH treatments. Representation of one of the three experiments performed. Treatments were performed for 24, 48, and 72 h, respectively, and were compared to no ETOH treatment group (0 h). (**B**) Representative Western blotting of ATF4 in the parental (PAR) and RARβ KO HepG2 cells. (**C**) Relative ATF4 quantification in all experiments performed using AML12 cells calculated as the ratio between the optical density (OD) of the protein of interest and that of the loading control (actin). (**D**) Relative quantification in all experiments performed using HepG2 cells calculated as the ratio between the optical density (OD) of the protein of interest and that of the loading control (actin). The data are represented as mean ± standard deviation (SD). * *p* < 0.05.

**Figure 6:**
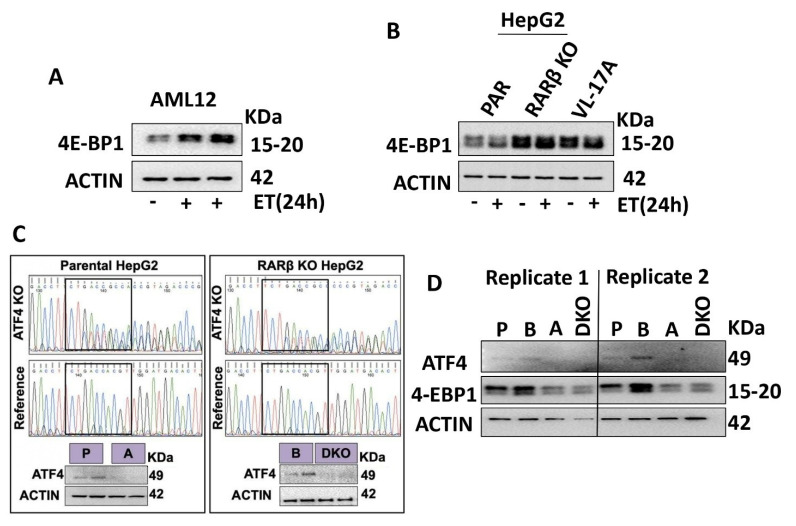
4-EBP1 increases in RARβ knockout human hepatocytes depend on ATF4. (**A**) 4-EBP1 Western blotting in the mouse hepatocyte cell line, AML12, used as normal hepatocytes of reference after ETOH (ET) treatments for 24 h. (**B**) 4-EBP1 Western blotting in the parental (PAR) and RARβ-KO HepG2 cells, and VL-17A cells (HepG2 cells that overexpress CYP2E1 used here as a reference) treated with ETOH for 24 h. (**C**) Visualization and verification via Western blotting of ATF4 elimination following CRISPR/Cas9 technology application. (**D**) Two replicate experiments measuring the protein levels of ATF4 and 4-EBP1 in the parental (P), RARβ-KO (B), ATF4 KO (A), and RARβ-ATF4 double knockout (DKO) HepG2 cell lines.

## Data Availability

The data are available upon reasonable request.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241512035/s1. References [46,47,48,49] are cited in Supplementary Materials.

# Supplementary material for: Retinoic Acid Receptor β Loss in Hepatocytes Increases Steatosis and Elevates the Integrated Stress Response in Alcohol-Associated Liver Disease
**Source:** Int J Mol Sci. 2023 Jul 27;24(15):12035. doi: 10.3390/ijms241512035
**Supplement:** Supplementary file 1

Table S1. List of primers.

Gene ID	Forward (5'-3')	Reverse (5'-3')	Amplicon size (bp)
Acadm	AGGAGCCCGGATTAGGGTTT	TTGTCATATCCGGGGCGAC	115
Acc1	ATGGGCGGAATGGTCTCTTTC	TGGGGACCTTGTCTTCATCAT	148
Acs1	GTCCTGGGCACAGAAGAGAG	GTCAGAAGGCCGTTGTCAAT	186
Angptl4	GCCCAAGGGAAAAGATGCAC	GGGCCACCTTCTGGAACAAT	140
Asns	TGGGTTTCTGGCTGTGTGTT	TGGGAAGAGTTTCTCCACGC	217
Atf4	ATGGCCGGCTATGGATGATG	TCCAACGTGGTCAAGAGCTC	174
Atf5	CTGGCTCGTAGACTATGGGA	CCCCTCAGTCATCCAATCA	146
Cd36	CTATTGGCCAAGCTATTGCG	TCAGATCCGAACACAGCGTA	135
Cpt1a	GTCCTGCAACTTTGTGCTGG	CAACAGTTCCACCTGCTGC	260
Cpt1b	ATGGCATCCTTAGGGGTGTG	ATGCAATCGACCAGTCCCAT	118
Cyp4A10	GCTCAAGACCCTCCAGCATT	CTGTAAGCAGGCACTTGGGA	124
Cyp4A14	TGCAGAAGGCCAGGAAGAAG	GGGTGGCCAGAGCATAGAAA	180
Cyp4A31	ATCACCGCCCTTTCCTGG	AAACCATACCCTGATCGCCC	189
Cyp7A1	CACCATTCTGCAACCTTCTGG	ATGGCATTCCCTCCAGAGCTGA	132
Fasn	GGAGGTGGTGATAGCCGGTAT	TGGGTAATCCATAGAGCCCAG	140
Fatp1 (Slc27A1)	GAAAAAGGATGCCGTGTCCG	CTTCAGACCTCCACGACTCC	125
Fgf21	GTGTCAAAGCCTCTAGGTTTCTT	GGTACACATTGTAACCGTCCTC	123
Gdf15	ATGCACAGGACAGACAGTGG	CCAGCCCGACCCCAATAAAT	168
Gsta1a	AGTGCCCATGGTGGAGATTG	CCTGTTGCCACAAGGTAGT	295
Gsta1b	AAGAGCTTGATGCCAGCCTT	CCAAGGGAGGCTTTCTCTGG	123
Hmgcs2	CAGCCCAGCAGAGGTTTTCTA	CTCCTGGACTGAACAGAAGCC	209
Hmox1	ACAGCCCCACCAAGTTCAAA	AAGTGACGCCATCTGTGAGG	191
Nqo1	CATTGCAGTGGTTTGGGGTG	GAGTACATGGAGCCGCTACC	163
Nrf2	ACTACAGTCCCAGCAGGACAT	CCTTCTGGAGTTGCTCTTGT	164
Pck2	CAACCAGAGGGCATCCACAT	TTTCTACCCGTGCCACATCC	154
Pgc1a	GAATCAAGCCACTACAGACACCG	CATCCCTCTTGAGCCTTTCGTG	136
Plin5	CGGGTCTGTCCCTACTGGAA	CGATTCACCACATTCTGCTGG	139
Sorbs1	CCTCGTCTTCCTACAGGGGA	GTCAGCAGAAAGGCTGGGAT	184
Trib3	CTCTCCGGCAGATGGCTAG	GCAGGCATCTTCCAGGTTCT	138
RAR β	ACCAGATCACCTGCTCAAA	GTCAGTCAGAGGACCGAAGC	155
36B4	AGAACAACCCAGCTCTGGAGAAA	ACACCCTCCAGAAAGCGAGAGT	448
Xbp1	GAACCAGGAGTTAAGAACACG	AGGCAACAGTGTGAGAGTCC	205 (unspliced);<br>179 (spliced)

# Supplementary material for: Retinoic Acid Receptor β Loss in Hepatocytes Increases Steatosis and Elevates the Integrated Stress Response in Alcohol-Associated Liver Disease
**Source:** Int J Mol Sci. 2023 Jul 27;24(15):12035. doi: 10.3390/ijms241512035
**Supplement:** Supplementary file 1

Supplementary Materials and Methods

Mice and Treatments. All animal experiments and protocols were approved by the Institutional Animal Care and Use Committees (IACUC) of WCMC. We generated conditional knockout (KO) transgenic female and male mice by crossing albumin Cre (AlbCre) mice (#005657; The Jackson Labs) with RAR β fl/fl mice (floxed in exons 9 and 10) (1) on a C57Bl/6 background to obtain hepatocyte-specific RAR β knockout mice (BKO), which exhibit an almost complete elimination of the ligand binding domain (LBD) of RAR β resulting in its disruption. To assess the elimination of the LBD portion of RAR β we performed southern blotting, as detailed in the section below (Southern Blotting) and in **Supplementary Figure S1**. For the ethanol treatments in mice, at 2 months of age, we randomly placed 2 mice per cage and had them adjust to the Lieber DeCarli control liquid diet (F1258SP, Bio Serv) for 3 days as previously reported (2). This period of time is known as acclimatization period and precedes the incremental concentrations of ETOH feeding, as outlined in **Supplementary Figure S2A**. After the 3 days of acclimatization, we divided the mice in pair-fed-treated (PF) and ETOH-treated (ET) groups in wild type (WT) female mice (PF, n = 9; ET, n = 12) and BKO (PF, n = 4; ET, n = 6). The diets were prepared daily and were provided at 5:30 PM, which is when mice start to be more active. We provided the lowest concentration of ETOH Lieber DeCarli diet (F1258SP, Bio Serv) (1% v/v) on days 4-5, followed by 2% on days 6-7, 4% on days 8-10, 5% on days 11-16, and finally, 6.4% on days 17-21 (**Supplementary Figure S2A**). The control and ETOH diets are isocaloric to ensure that the differences between ETOH-fed and control diet-fed mice are due to ETOH alone and not because of differences in the amount of calories in the diet. Our feeding

protocol is similar to previously published methods (3) and recapitulates early stages of ALD and ETOH-induced hepatic injury. We sacrificed the mice by cervical dislocation in the morning because mice prefer to eat in the nocturnal hours, thus, ETOH blood levels peak at the time of sacrifice (2). We collected the liver and blood for biochemical and molecular experiments. For this protocol we recorded food consumption and body weight daily and reported it in **Supplementary Figure S2B**.

Histopathological evaluation. After sacrifice, a liver pathologist at New York-Presbyterian Hospital/Weill Cornell Medical College evaluated each hematoxylin and eosin (H&E)-stained section according to previously established criteria (4). The results of the histopathologic analysis are reported in **Figure 1B**. The pathologist was blinded to the identity of the experimental groups.

Southern Blotting. To determine the genotype of the RAR β knockout mice (BKO) we performed a southern blot analysis (**Supplementary Figure S1**). We isolated genomic DNA from frozen liver by lysing the tail tissue in lysis buffer (containing 50 mM Tris, 100 mM EDTA, 0.5% SDS, and 1 mg/mL Proteinase K) at 55 C for 16 hours followed by a phenol chloroform extraction, as previously described (5). After resuspending the DNA pellet in TE buffer, we digested 8 ug of DNA with 20 U of NheI (NEB #R3131) in the supplied buffer at 37 C for 16 hours and then fractionated it on an 0.8% agarose gel in 1X TAE. When the gel finished running, we denatured the DNA by incubating the gel in a solution containing 2% NaOH and 1.5 M NaCl for 30 minutes at room temperature. We transferred the DNA to a nitrocellulose membrane in 20X SCC overnight. The following morning, we irradiated the membrane with 120,000 microjoules/cm² in a stratalinker to crosslink the DNA to the membrane before

blocking the membrane with 1 mg of salmon sperm DNA in a final volume of 10 ml pre hybridization solution (containing 50% v/v formamide, 5X SCC, 50 mM phosphate buffer, 5 mM EDTA, 10 Denhardt's solution, 0.1% SDS, 10% w/v dextran sulfate) for 5 hours at 42 C. We next added a labeled cDNA probe containing E1 of the RAR β allele. We labeled the cDNA probe with random priming using [32P]dCTP and used 20,000,000 cpm for the hybridization. After 20 hours of hybridization, the membrane was washed twice for 20 minutes per wash in a sodium chloride and sodium citrate solution (low stringency solution) of at 42 C and three times for 5 minutes per wash in a sodium chloride and sodium citrate solution (high stringency solution) at 55 C. The membrane was exposed to a phosphor screen for 24 hours before acquiring the image on a Typhoon FLA 9500 phosphor imager. The image of a representative experiment is shown in Supplementary Figure S1C.

Cell Cultures and Treatments. We purchased the human hepatoma cell line HepG2 from the American Type Culture Collection (HB-8065, ATCC) and cultured these cells in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (FBS). In the same medium we also cultured cells from the recently generated RAR β knockout (KO) HepG2 cell line.

We used the mouse hepatocyte cell line AML12 (ATCC, CRL-2254) used as a representative nontransformed mouse hepatocyte cell line, and cultured these cells in DMEM + 10% FBS (S10250, R&D Systems), 10 μ g/ml insulin, 5.5 μ g/ml transferrin, 5 ng/ml selenium (iTX mix 354352, Corning), 40 ng/ml dexamethasone (D4902, Sigma), and 7 ng/ml glucagon (G2044, Sigma). For cell counts we used a cell counter (Z1 Particle Counter; Beckman-Coulter). All ETOH treatments were performed using the

appropriate media used for each cell line unless specified, with the addition of HEPES at a 20 mM concentration.

We treated the cells with ETOH at a concentration of 100 mM for 0, 24, and 72 hours (h) in tightly closed T25 flasks, as shown in the **Figure 4** diagram, to avoid ETOH evaporation, as previously reported and harvested the cells 5 hours from the last ETOH treatment. The addition of HEPES in the media avoided pH changes in sealed flasks over the course of the experiments. To harvest the cells, we washed 3 times on 1X PBS followed by scraping of the cells, centrifugation to remove the 1X PBS, and lysis of the pellets with final sample buffer (described in the western blotting section) for western blotting or lysis with Trizol for RNA isolation.

Crispr/Cas9 Technology. To delete one portion of the ATF4 gene in parental and RAR β knockout KO HepG2 cell lines, we used the Synthego online tool (Synthego; Redwood City, CA) to design guide RNA sequences. The gRNA sequences that gave us the best KO efficiency were A*G*A UGACCUUCUGACCACGU and U*A*A UAAGCAGCCCCCCCAGA located in exon 2 of the ATF4 sequence. After reconstituting the gRNA sequences as we previously published (6), we plated 50,000 cells in 24-well plates and after they attached, we treated them with the gRNA/Cas9 mix for 24h. To determine the KO efficiency, we performed Sanger sequencing on the genomic DNA on single cell clones compared with an unedited reference genome using the online tool provided by Synthego, Inference of CRISPR Edits (ICE). Along with the Synthego ICE tool, we assessed the KO efficiency by performing ATF4 western blotting (**Figure 6**).

RNA Isolation and qRT-PCR. In liver tissues, we isolated total RNA of WT and BKO mice fed with the ETOH diet (n = 5 for each genotype) and pair-fed (n = 4 for each genotype) using the RNeasy Mini Kit (74104, Qiagen) with in-column DNase I treatment (1023460, Qiagen) followed by Nanodrop quantification and reverse transcription (Quanta Biosciences, Beverly, MD). The cDNA was then diluted 1:10 with water. For real-time PCR reactions, we used 3 μ l of cDNA mixed with 0.4 μ M primers and 7.5 μ l SYBR Green Supermix (Quanta Biosciences) in a 15 μ l reaction. Primer sequences are listed in **Supplementary Table S1**. The reactions were run on a MyiQ^{TM} Single-Color Real-Time PCR Detection System (Bio-Rad). To calculate the transcript levels in the experimental groups we used the delta Ct method and normalized to the mRNA levels of the mouse internal control gene 36B4 (7).

RNA Sequencing (RNA-Seq). We isolated total RNA from livers of mice fed with the ETOH diet (n = 3) and pair-fed (n = 3) followed by Nanodrop quantification and Bioanalyzer quality assessment. Library preparation was performed in the Weill Cornell Genomic Core Facility using the TrSeq RNA protocol (Illumina) as previously described (3, 6). Briefly, we generated 250 – 300 bp cDNA fragments that were PCR-amplified and treated with RNaseH to digest residual mRNA strands. After ligation to the pair end adaptors, we purified the cDNA and performed 15 PCR cycles before sequencing.

Sequencing and Data Analysis. We sequenced the libraries with paired-end 51 bps on the Illumina NovaSeq6000 following previously published methods (6). The sequencing reads were aligned to the reference mouse genome (GRCm38 assembly) using STAR v2.5.2b. Read counts were calculated using HTseq-count v0.11.2 (8) and

differential expression analysis was performed using DESeq2 v1.26. P-values were corrected using the Benjamini-Hochberg method for multiple testing. The RNA-seq data accession number is GSE221713.

Western Blotting. At the end of the treatments, we collected the media and washed the cells in cold 1X PBS for 3 times. Next, we scraped the cells and centrifuged them for 5 minutes at 3000 rpm to remove the 1X PBS. Next, we lysed the cell pellets in final sample buffer (0.125M Tris-HCl, pH 6.8, 2% SDS, 2.5% beta-mercaptoethanol) according to previously reported methods (3, 6) and boiled the lysates for 5 minutes to denature the proteins. We performed protein quantification with the RC DC Protein Assay kit (Bio Rad) followed by loading 30 µg of protein input in 10 to 12% sodium dodecyl sulfate–polyacrylamide gels. Next, we transferred the proteins in nitrocellulose membranes (162-0115, Bio-Rad). After blocking in 5% milk dissolved in TBS-0.2% tween for 1h, we incubated the membranes with the antibodies listed in

Supplementary Table S2 overnight at 4°C. Next, we washed the excess of primary antibody 3 times with TBS-t for 5 minutes each wash, followed by incubation with the appropriate secondary antibody (Jackson Labs) for 1h at room temperature. To develop the signal we used the ECL Blotting Substrate (32106; Thermo Scientific). We quantified the western blottings with Fiji (ImageJ software) by calculating the ratio between the protein of interest and the appropriate loading control.

Immunohistochemistry. We performed immunohistochemistry in paraffin-embedded 5 µm-thick sections following already published methods (9). After re-hydration of the sections in gradually decreasing alcohol concentrations, we performed heat-induced antigen retrieval using either the citrate-based (Cat# H-3300; Vector Laboratories) or

the tris-based (Cat# H-3300; Vector Laboratories) antigen unmasking solution according to the manufacturer's recommendation. After 10 minutes in a 3% hydrogen peroxide solution in methanol, we blocked the tissues with 10% goat serum in 1X PBS for 1 hour. Next, we incubated the slides with the primary antibodies overnight at 4°C. On the next day we incubated the slides for 1 hour with the secondary antibody 1X goat anti-rabbit IgG (B40962; Invitrogen). As a negative control, one of the two sections in each slide was incubated in parallel without primary antibody. Positive signal was developed with 3,3'-diaminobenzidine (DAB). We acquired >5 fields per section with a Nikon TE2000 microscope. For quantification of the DAB-positive signal, we averaged the % area positive per field with the Fiji (Image J) software as previously reported (3).

Measurement of Reactive Oxygen Species (ROS). To measure the levels of oxidative stress as a result of oxygen reactive species (ROS) production caused by ETOH, we stained live parental and RAR β KO HepG2 cells with CellROX green reagent (#C10444; Invitrogen) after treatment with ETOH. CellROX green emission fluorescence is at 520 nm. We incubated the cells at a concentration of 2.5 μ M in culture media for 40 minutes in the incubator. To stain the nuclei, we used NucBlue (#R37605; Invitrogen), which labels the cell nuclei in blue, at the concentration suggested by the manufacturer. We acquired a minimum of 6 fields per experimental group with a Nikon TE2000 fluorescence microscope and quantified the level of fluorescence with Fiji (Image J) normalizing by the number of nuclei per field. These experiments were performed 3 times independently.

References

1. Chapellier B, Mark M, Bastien J, Dierich A, LeMeur M, Chambon P, Ghyselinck NB. A conditional floxed (loxP-flanked) allele for the retinoic acid receptor beta (RARbeta) gene. *Genesis* 2002;32:91-94.
2. Bertola A, Mathews S, Ki SH, Wang H, Gao B. Mouse model of chronic and binge ethanol feeding (the NIAAA model). *Nat Protoc* 2013;8:627-637.
3. Melis M, Tang XH, Attarwala N, Chen Q, Prishker C, Qin L, Gross SS, et al. A retinoic acid receptor β 2 agonist protects against alcohol liver disease and modulates hepatic expression of canonical retinoid metabolism genes. *Biofactors* 2021.
4. Brunt EM, Kleiner DE, Wilson LA, Belt P, Neuschwander-Tetri BA, (CRN) NCRN. Nonalcoholic fatty liver disease (NAFLD) activity score and the histopathologic diagnosis in NAFLD: distinct clinicopathologic meanings. *Hepatology* 2011;53:810-820.
5. Hosler BA, Rogers MB, Kozak CA, Gudas LJ. An octamer motif contributes to the expression of the retinoic acid-regulated zinc finger gene Rex-1 (Zfp-42) in F9 teratocarcinoma cells. *Mol Cell Biol* 1993;13:2919-2928.
6. Tang XH, Melis M, Lu C, Rappa A, Zhang T, Jessurun J, Gross SS, et al. A Retinoic Acid Receptor β 2 Agonist Attenuates Transcriptome and Metabolome Changes Underlying Non-Alcohol-Associated Fatty Liver Disease. *J Biol Chem* 2021:101331.
7. Trasino SE, Tang XH, Jessurun J, Gudas LJ. A retinoic acid receptor β 2 agonist reduces hepatic stellate cell activation in nonalcoholic fatty liver disease. *J Mol Med (Berl)* 2016;94:1143-1151.
8. Anders S, Pyl PT, Huber W. HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 2015;31:166-169.
9. Melis M, Tang XH, Trasino SE, Patel VM, Stummer DJ, Jessurun J, Gudas LJ. Effects of AM80 compared to AC261066 in a high fat diet mouse model of liver disease. *PLoS One* 2019;14:e0211071.

# Supplementary material for: Retinoic Acid Receptor β Loss in Hepatocytes Increases Steatosis and Elevates the Integrated Stress Response in Alcohol-Associated Liver Disease
**Source:** Int J Mol Sci. 2023 Jul 27;24(15):12035. doi: 10.3390/ijms241512035
**Supplement:** Supplementary file 1

Table S2. List of antibodies used.

**Antibody**	**Species**	**Cat. N.**	**Company**	**Lot**	**Concentration**
**ATF4**	**Rb**	**1181S**	**Cell Signaling**	**5**	**WB 1:1000**<br>**IHC 1:100**
**4-HNE**	**Rb**	**ab46545**	**Abcam**	**NA**	**1:100**
**CYP2E1**	**Rb**	**NBP1-85367**	**Novus<br>Biologicals**	**000003675**	**1:1000**
**NQO1**	**Rb**	**PA5-115666**	**Invitrogen**	**WI3372688A**	**WB 1:1000**<br>**IHC 1:100**
**ACTIN**	**Ms**	**AC004**	**AbClonal**	**3500100010**	**1:40000**
**HISTONE 3**	**Rb**	**06-755**	**Millipore**	**2615003**	**1:1000**
**BIP/GRP78/HSPA5**	**Rb**	**66574-1-IG**	**Proteintech**	**NA**	**1:5000**
**TNFa**	**Rb**	**A0277**	**AbClonal**	**5500004871**	**1:100**
**p-4EBP1 (T37/46)**	**Rb**	**9459**	**Cell Signaling**	**10**	**1:1000**
**4EBP1**	**Rb**	**9644**	**Cell Signaling**	**12**	**1:1000**

# Supplementary material for: Retinoic Acid Receptor β Loss in Hepatocytes Increases Steatosis and Elevates the Integrated Stress Response in Alcohol-Associated Liver Disease
**Source:** Int J Mol Sci. 2023 Jul 27;24(15):12035. doi: 10.3390/ijms241512035
**Supplement:** Supplementary file 1

Supplementary Figure and Table Legends.

Supplementary Figure S1. Diagram of the Albumin Cre; RAR β flox/flox (BKO)

Mouse Line. (A) Scheme of the RAR β exons (indicated as E) in which the loxp sites are located. Almost complete excision of the exons E9 and E11 (determining the loss of the ligand bind domain (LBD) of the RAR β gene) occurring in the progeny of the albumin Cre with the RAR β flox/flox mice. The dependence on the albumin promoter determines the RAR β liver knockout (BKO) mainly in hepatocytes. (B) Simplified schematic of the generation of the BKO mice. (C) Representative Southern blot indicating the shorter size (5.5 Kd) of the RAR β knockout gene. (D) RAR β assessed by qRT-PCR comparing levels between wild type (WT) and BKO mice. The RAR β mRNA levels were normalized to the mouse housekeeping gene 36B4 (n = 4 mice per group). The data are represented as mean $\pm$ standard deviation (SD). * = p < 0.05.

Supplementary Figure S2. Lieber DeCarli Diet, Diet Consumption, Blood Ethanol

(ETOH) Concentration, and CYP2E1 Levels. (A) Timeline diagram of the Lieber DeCarli ethanol (ETOH) diet and matching isocaloric control diet. The ETOH concentration is indicated in % volume/volume (v/v). The duration of each ETOH feeding step is represented as days. Mice sacrifice (Sac) was performed at the 21st day of treatment. (B) Records of body weights (BW) and food consumption/BW ratio for wild type (WT) and BKO mice over the course of the 21 days of treatment represented. The pink area in each plot indicates the ETOH diet treatment. (C) Representative ETOH blood concentration for each experimental group (n = 3 mice per group) expressed as

mg/dL. Pair-fed (PF); ETOH-fed (ET). (D,E) Western blotting to assess the levels of CYP2E1 in ETOH-WT and ETOH-BKO mice and relative quantification calculating the ratio between the OD measurements of CYP2E1 with those of actin. Pair-fed (PF); ETOH-fed (ET). Gray bars indicate wild type mice (WT) whereas red bars indicate BKO mice. The data are represented as mean $\pm$ standard deviation (SD). * = $p < 0.05$; *** = $p < 0.001$.

Supplementary Figure S3. Immunostaining. Immunohistochemistry of the inflammation marker TNF α in the livers of AlbCre;RAR β knockout (BKO) and wild type (WT) mice. We performed immunostaining in representative liver sections of pair-fed (PF) mice (WT, n = 4; BKO, n = 4) and ETOH-fed mice (ET) (WT, n = 6; BKO, n = 6). As a negative control we used one slide incubated with the blocking buffer and the same secondary antibody as the rest of the sections. The quantification of the TNF α -positive cells is expressed as optical density % positive area. The data are represented as mean $\pm$ standard deviation (SD). Scale bar = 100 μ m.

Supplementary Figure S4. Western Blotting for the ER Stress Protein BIP/GRP78. Western blotting of the endoplasmic reticulum (ER) stress-associated protein, BIP/GRP78 in wild type (WT) and BKO mice treated with a pair-fed (PF) control diet and ETOH diet (ET). Quantification performed calculating the ratio between the optical density (OD) measurements of BIP and the loading control histone 3 (H3). This membrane has been probed also for ATF4 in Figure 2, thus it shares the same loading control.

Supplementary Figure S5. Xbp1 Splicing in Wild Type and BKO Mice.

Semiquantitative PCR of representative pair-fed (n = 4 mice per genotype) and ETOH-fed (n = 5 mice per genotype) mice liver samples. The ladder (L) is on the left side of the gel. The unspliced Xbp1 mRNA is observed at 205 base pair (bp), whereas the spliced variant is observed at 179 bp. As a positive control we used mouse embryonic cells (ESC) untreated (U) and after treatment with tunicamycin (4 ug/ml for 8 hours). We used 36B4 as housekeeping gene.

Supplementary Figure S6. Increased Oxidative Stress and ATF4 Network BKO

and Wild Type Mice. Full images for the immunostaining performed to detect the oxidative stress marker 4-Hydroxynonenal (4-HNE), ATF4 and NQO1, in the livers of BKO and wild type (WT) mice shown in Fig. 3. Scale bar = 100 μ m.

Supplementary File S1. RNA-Seq Statistically Significant Genes. The first sheet represents the list of genes that passed the statistical test, as described in Supplementary Materials and Methods. For RNA-seq we sequenced three pair-fed (PF) and three ethanol-fed (ETOH) wild type mice. The second sheet indicates the list of genes with a fold change (FC) higher than 1.5 in the ETOH-fed versus pair-fed mice.

Supplementary File S2. Enrichr Analysis Pathways. The first sheet indicates the pathways identified using Enrichr as explained in Supplementary Materials and Methods. Each database is highlighted in green, whereas the pathways associated with

oxidative stress are indicated in red. In the second sheet we show only the list of the pathways associated with oxidative stress.

Supplementary Table S1. List of the mouse genome primers used to perform qRT-PCR. The table indicates the gene ID, the forward and reverse primer sequences, and the amplicon size.

Supplementary Table S2. List of antibodies used to perform western blot and immunostaining.

How the deposited data were processed for this re-analysis (not part of the article)

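Liver RNA-seq of 3 ETOH-WT and 3 PF-WT mice was the assay analyzed here, with 1 library per mouse and each mouse a separate replicate. Condition and replicate number were taken from the sample labels and checked against the Supplementary Materials and Methods, which also state 3 mice per diet. The labels carry a code that is shared within each diet and differs between the diets. The Supplementary Materials and Methods place 2 mice in a cage, so a code shared by 3 mice cannot mark a single cage. If it marks a cohort or a set of cages, it cannot be told apart from the diet. Which of the mice shared a cage is not given in the sources used here. qRT-PCR, immunostaining, Western blots, BKO mice and HepG2 cells were not analysed here.

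The authors deposited the values as 1 table of FPKM-like numbers, with 1 column per library and no other column of sample values. The unit of these FPKM is not named in the sources used here and was inferred from the values, which are not whole numbers and sum to 567808 to 625003 per library. The paper names STAR, GRCm38, HTSeq-count and DESeq2, and the submitters' processing notes name cutadapt, TopHat2 2.0.11 and HTSeq 0.11.2 and 1.6.3, with no role or order. The program that turned fragments into FPKM, its transcript lengths and its scaling are not given in the sources used here. Coordinates are those of the table, on GRCm38, and 80.0% of its rows have the chromosome and both ends of the GENCODE vM21 annotation. Of the 13273 rows, 25 repeat a gene name, and for a gene list the row with the higher mean was used.

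Values were used as deposited and transformed to log2(FPKM + 1). The 11346 rows with a mean of at least 0.5 FPKM over the 6 libraries entered limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend), with diet as the only term, 4 residual degrees of freedom and a prior of 4.00. The p-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. An exact test of 3 mice against 3 cannot give a p under 0.1, so none was used for single genes. The ratio of group means was computed on FPKM without a pseudocount, over all rows. The design had foreseen this limma test for FPKM rather than the paper's DESeq2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for depth, transcript lengths and figures.

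The lists covered lipid uptake and droplets, fatty acid synthesis, cholesterol synthesis, mitochondrial, peroxisomal and omega oxidation, bile acid synthesis, ethanol metabolism, the ISR/ATF4 program, ER chaperones with genes of ER-associated degradation (called ER chaperones below), NRF2 antioxidant genes, xenobiotic metabolism, immediate early genes, retinoid metabolism, the circadian clock, glucose metabolism, inflammation and the acute phase, and the cell cycle. Marker lists covered hepatocytes, pericentral and periportal zones, stellate cells, Kupffer cells, endothelial cells, cholangiocytes, neutrophils, lymphocytes, erythroid cells, adipocytes, pancreas, skeletal muscle, and genes biased to female or male liver. They were written from general knowledge of the tissue. The list called NRF2 antioxidant genes joins NRF2 targets with other antioxidant genes, and that of ER chaperones was drawn up as ATF6 and XBP1 targets. Each list was tested with camera (preset correlation 0.01), with camera at an estimated correlation and with fry, and adjusted over the 18 gene lists or over the marker lists. The lipid lists were also tested among the 100 largest ratios by Fisher's exact test (one-sided), against the 11346 genes tested.

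Genes named in the text are those the paper names from the RNA-seq, the genes of the 4 oxidative stress pathways of Supplementary File S2, the genes of the qRT-PCR panels of Figure 1D and Figure 2, the 10 highest and 10 lowest log2 fold changes among called genes with no overlap between the diets, up to 3 highest and 3 lowest called members of each list, and the 10 largest ratios with an ETOH-WT mean of at least 1 FPKM. The first rows of Supplementary File S1 had been seen when this rule and the lists were written. Other genes named below or above as members of a count were named after their values were seen. Of Supplementary File S1, the first 1651 rows of the first sheet were at hand, and no overlap was computed on them.

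The procedure was tested on simulated data for 3 libraries against 3, made from the means and spread of the real ones, with 200 of the 11346 genes changed. It recovered 136 of these genes and called 141, of which 5 were false. No list without a simulated change passed camera, out of 18, and a list with a simulated change did pass. The simulated genes varied independently of each other, whereas the estimated correlation in the real data was 0.603 for fatty acid synthesis and 0.617 for cholesterol synthesis. The simulation therefore cannot tell how camera behaves for lists whose genes vary together. Alternatives were pseudocounts of 0.1 and 2, no filter and a minimum mean of 5 FPKM, quantile normalization, median-ratio scaling, no variance trend, robust eBayes, array weights, a block for the replicate number, each library left out in turn, other averages for the ratio, and other sizes of the top list. The depth per library, where the values resolve it, was roughly estimated at 22100000 to 34200000 fragments.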

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

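Of the tests in this part, those on Fbxw7 and on genes under 0.5 FPKM were chosen after the results were seen. Several of the genes with the highest fold changes in ETOH-WT livers are discussed neither in the paper nor in its Supplementary File S2. Derl3, a factor of ER-associated degradation, had a log2 fold change of 3.94. Tsku, a secreted protein of the liver, had a log2 fold change of 2.27 (13.8 ± 5.14 and 74.2 ± 35.5 FPKM in PF-WT and ETOH-WT livers, SD, n = 3 mice each). Apoa4, an apolipoprotein, had a log2 fold change of 2.26 (204 ± 58.8 and 1112 ± 621 FPKM). Ly6d, a membrane protein, had a log2 fold change of 2.25 (2.43 ± 1.47 and 15.6 ± 8.01 FPKM). Cyp2d9, a cytochrome P450 that is higher in male than in female mouse liver, had a log2 fold change of 2.18 (17.3 ± 3.11 and 82.7 ± 22.8 FPKM), and its reads may be shared with other Cyp2d genes, which was not tested, while it passed limma under all 16 alternatives. Without PF-WT mouse 2 the adjusted p from limma was 0.0531 for Derl3, 0.0712 for Tsku, 0.115 for Apoa4 and 0.0751 for Ly6d. Without ETOH-WT mouse 3 it was 0.0569 for Tsku, 0.115 for Apoa4 and 0.0695 for Ly6d, and for Apoa4 it was also 0.0805 without PF-WT mouse 1, 0.0691 without ETOH-WT mouse 2 and 0.069 under robust eBayes.

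Fbxw7, a subunit of a ubiquitin ligase, was at 52059.9 FPKM in ETOH-WT mouse 1 and between 1.78 and 2.37 FPKM in the other 5 livers. Its row covers 6 annotated transcripts, the shortest of 56 and the longest of 4473 bases, and it is the only row with a transcript under 60 bases (0.00754% of 13262 rows), so a candidate explanation is a value inflated by division by a very short length. As mRNA of the longest transcript, the value would take 23.3% of the fragments of that library. The median-ratio factor of the library was 1.021, slightly above the 0.95 to 1.019 of the others, but the scaling of the values is not given in the sources used here, so real abundance in this liver stays open. The 3 ETOH-WT mice shared a diet, and no biological explanation for a difference among them was tested.

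Among the 1927 genes with a mean under 0.5 FPKM, 431 had a ratio of ETOH-WT to PF-WT means of at least 1.5 and 384 had a ratio of at most 1/1.5. Every gene is above 0 in ETOH-WT mouse 1, and the median of these low genes in that library was 0.228 FPKM, 1.32 times the mean of the medians of the other ETOH-WT libraries (0.166 and 0.18 FPKM). It was close to the 0.22 FPKM of PF-WT mouse 1 (0.206 and 0.168 in PF-WT mice 2 and 3), so this median alone does not set the library apart. Without that library the counts were 308 and 647, without PF-WT mouse 3 they were 420 and 484, and without any other library the upward lean stayed, from 492 and 381 (ETOH-WT mouse 3) to 529 and 316 (PF-WT mouse 1). A filter of the rows by their value in ETOH-WT mouse 1 remains a candidate explanation, though the sources used here describe no such filter, and a rise of more low genes on the ETOH diet stays open as well.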

How the results depend on the processing

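No alternative was added after the data were seen. No gene called in the limma test was called in the opposite direction, or changed sign, under any of the 16 alternatives. The 450 higher and 303 lower genes became 1327 and 945 with array weights, which kept 751 of the 753 genes, and ranged from 83 to 347 and from 76 to 299 with 1 library left out. Same-numbered livers of the 2 diets did not deviate together (correlations -0.01, -0.02 and -0.03, and no liver correlated best with its own number). These correlations show no pairing by number, but with 3 livers per diet they cannot exclude it. A replicate block gave 253 and 201 genes, 415 of them among the 753. The 1036 genes with ratio of group means at least 1.5 became 348 with geometric means of FPKM + 1, 605 and 304 with a mean of at least 0.5 and 5 FPKM, and 618 where no values of the diets overlapped, and the 1035 genes with ratio of group means at most 1/1.5 became 352, 651, 272 and 584. Lipid genes among the 100 largest ratios numbered 1 among the top 50, 0 without a filter, below the number expected by chance, and 3 to 9 with 1 library left out. The 9 gene lists past camera became 0 with an estimated correlation and 4 with fry. The adjusted p with an estimated correlation was 0.287 for fatty acid synthesis, NRF2 genes and xenobiotic metabolism, 0.417 for cholesterol synthesis, 0.395 for mitochondrial β-oxidation, and 0.572 for omega oxidation and ER chaperones. With fry it was 0.0825 for cholesterol synthesis, 0.062 for omega oxidation, 0.143 for ER chaperones and for peroxisomal β-oxidation, and 0.217 for immediate early genes. The ISR/ATF4 list passed with no filter (0.0436), quantile normalization (0.0497), median-ratio scaling (0.0308), no variance trend (0.0497), array weights (0.0288) and the replicate block (0.0477), and lay between 0.0165 and 0.229 with 1 library left out. Marker lists past camera, 1 in the test as planned, numbered 0 with median-ratio scaling, 2 with array weights, 0 with an estimated correlation, 0 with fry and 0 to 2 with 1 library left out. The cause of these changes was not tested, and some alternatives also bring a smaller number of libraries or genes. Of the 53 higher and 33 lower named genes, 54 lost their call without PF-WT mouse 2 and 48 without ETOH-WT mouse 3, and 30 kept it whichever library was left out. Over 1775 values of named genes under the alternatives, 1527 stayed on their side of the threshold, 226 fell short of it and 22 newly passed it. Robust eBayes was not run for list tests, since camera has no such setting. Depth was unresolved in 2 libraries, and its effect on genes under 0.5 FPKM was not measured.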

Differences from the paper's values

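The paper reports 13274 differentially expressed transcripts, and 753 genes passed limma at an adjusted p under 0.05. The sentence that gives the paper's number states no threshold, so the 2 counts share no stated threshold, and none of the 16 alternatives comes near it, with counts of 159 (without PF-WT mouse 2) to 2272 (array weights). The table itself has 13273 rows of genes, which with its header line makes 13274 lines. The paper reports 1011 transcripts with a fold change of at least 1.5 and 1036 genes had such a ratio of means here, and 1011 is reached when the 23 genes listed at 0 in all PF-WT livers and 2 whose PF-WT mean lies just above 0 are left out, a choice made after seeing the values.

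The paper names Ddit3 among the key transcripts of the RNA-seq, together with Gsta2, Nqo1 and Gdf15. Here the last 3 passed limma, and Ddit3 had a ratio of 1.83 with an adjusted p of 0.228, and passed under none of the alternatives. The paper describes oxidative stress pathways as predominant over those of lipid metabolism. Of the 18 lists, fatty acid synthesis had the lowest adjusted p in camera, downward (3.68e-19), while NRF2 genes also passed, upward (1.05e-07), and with an estimated correlation neither passed (adjusted p = 0.287 for both). All 199 genes of the paper's pathways had a ratio of at least 1.5, so a list of lower genes could not appear among them. The lists here were tested in both directions, so the order of their p-values does not contradict the paper's statement. Of 108 stress genes tested 28 were higher and 5 lower, and of 134 lipid genes 20 were higher and 27 lower, which became 12 and 3, and 3 and 10, without PF-WT mouse 2.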

Other observations

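Single genes outside the lists that passed also differed between the diets. Hamp, which encodes hepcidin, the hormone that limits iron uptake, fell from 2146 ± 255 to 840.5 ± 98.3 FPKM (SD, n = 3 mice each), a log2 fold change of -1.35 (standard error 0.13, adjusted p = 0.00321 from limma). It stood on a list of 19 genes of inflammation and the acute phase of which 3 were lower and 1 was higher (4 and 3 when adjusted over the list alone; camera adjusted p = 0.372). Retsat, which saturates retinol, rose from 167 ± 35.0 to 408 ± 68.8 FPKM (log2 fold change 1.29, standard error 0.17, adjusted p = 0.00778), among 20 genes of retinoid metabolism with 2 higher and 1 lower (5 and 2 when adjusted over the list alone; camera adjusted p = 0.566), while Rarb was at 2.73 and 2.93 FPKM (adjusted p = 0.80). Tat, which degrades tyrosine, fell from 1113 ± 159 to 518 ± 67.0 FPKM, among 16 genes of glucose metabolism and fasting with 3 higher and 1 lower (4 and 2 when adjusted over the list alone; camera adjusted p = 0.202). Cyp39a1, a hydroxylase of bile acid synthesis, rose from 18.5 ± 2.46 to 35.4 ± 0.574 FPKM, among 14 genes of that pathway with 2 higher and 2 lower (3 and 2 when adjusted over the list alone; camera adjusted p = 0.950). Hamp, Retsat, Tat and Cyp39a1 passed limma whichever library was left out, while the higher and lower genes ranged over these fits from 0 to 2 and 1 to 3 for inflammation, 1 to 3 and 0 to 1 for retinoids, 0 to 3 and 1 for glucose and 1 to 2 and 0 to 2 for bile acids.

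Immediate early genes passed camera upward (adjusted p = 0.00728; adjusted p = 0.640 with an estimated correlation), with 3 of 20 higher and none lower in limma (6 higher when adjusted over the list alone, and 1 lower at an unadjusted p under 0.05). The higher genes numbered 0 without PF-WT mouse 2, PF-WT mouse 3 or ETOH-WT mouse 3, 5 without ETOH-WT mouse 2 and 1 to 2 without any other mouse. Gadd45b, a gene of growth arrest and DNA damage, had a log2 fold change of 1.74 (adjusted p = 0.028), and its adjusted p reached 0.105 without ETOH-WT mouse 3, and it passed without PF-WT mouse 1 and without ETOH-WT mouse 2 alone. Of 11 genes of ethanol metabolism, Acss2, which activates acetate, was lower (0.0528 without PF-WT mouse 2 and 0.0547 without ETOH-WT mouse 3) and none was higher (2 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.251), and Cyp2e1, the ETOH-oxidizing P450, was at 3453 and 3865 FPKM (log2 fold change 0.19, standard error 0.17, adjusted p = 0.562). Of 17 clock genes 1 was higher (only without ETOH-WT mouse 2 was it kept when 1 library was left out) and none lower (1 lower at an unadjusted p under 0.05; camera adjusted p = 0.251, and 0.0165 without ETOH-WT mouse 1), and of 13 cell cycle genes none passed limma or an unadjusted p under 0.05 (camera adjusted p = 0.676). Among the markers, camera gave an adjusted p of 0.196 for hepatocytes (median log2 fold change -0.22) and for neutrophils (0.63, over 4 genes), 0.201 for stellate cells, Kupffer cells and cholangiocytes (without PF-WT mouse 3, 6.06e-05 for Kupffer cells, downward, and 0.0319 for neutrophils, upward), 0.382 for lymphocytes, 0.484 for endothelial cells, 0.762 for pericentral genes (2 of 12 higher) and 0.969 for periportal genes (1 of 10 higher and 1 lower). Genes biased to female liver had 1 of 9 higher and 2 lower (2 and 4 when adjusted over the list alone; adjusted p = 0.382, median log2 fold change 0.06 and mean -0.90). The higher gene was Cyp2b13 (log2 fold change 0.78), and the lower genes were A1bg (-4.56) and Sult3a1 (-2.60). Genes biased to male liver had 1 of 6 higher, Cyp2d9 (2.18; list adjusted p = 0.997). With 1 library left out, A1bg and Cyp2d9 passed limma in all 6 fits, and Cyp2b13 and Sult3a1 in 2 each. Adipocytes and pancreas had 1 gene each in the table, Adrb3 and Cela1, both lower in limma (log2 fold change -0.83 and -1.01), and skeletal muscle had 0. Without PF-WT mouse 2 and without ETOH-WT mouse 3 their adjusted p was 0.0601 and 0.0551 for Adrb3 and 0.0672 and 0.0704 for Cela1.

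In the qRT-PCR panels of Figure 1D and Figure 2, whose values are not analysed here, the paper reports no significant change of Fasn and Acc1 in any group. Those panels hold more WT mice per diet than the 3 sequenced, and BKO mice as well, so the sets of mice are unlike. In the RNA-seq, Fasn was lower as given at its claim, and Acaca, which encodes ACC1, was at 22.4 ± 4.87 and 13.2 ± 1.30 FPKM (SD, n = 3 mice each; log2 fold change -0.70, standard error 0.16, adjusted p = 0.0425), and passed without PF-WT mouse 1 alone (0.0113; 0.0624 to 0.161 without any other). The paper also reports higher omega oxidation transcripts in WT mice on ETOH and higher Gdf15 and Asns. Here Cyp4a10, Cyp4a14 and Gdf15 were higher, and Asns was at 0.462 ± 0.221 and 1.11 ± 0.959 FPKM (adjusted p = 0.373). Hmox1 was at 20.2 ± 2.89 and 20.5 ± 5.26 FPKM (adjusted p = 0.999).

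The tests of the remaining 2 paragraphs were chosen after the results were seen. Genes of fatty acid synthesis were lower in ETOH-WT livers, and their median log2 fold change stayed at -1.33 under median-ratio scaling, which argues against the scaling of the libraries. A longer fast would raise Pck1, G6pc, Ppargc1a, Pdk4, Igfbp1 and Cpt1a, and their mean log2 fold change was -0.061 (standard error 0.20, interval of 2 standard errors -0.46 to 0.34), which argues against it. The Supplementary Materials and Methods place the sacrifice in the morning, which limits how far its hour could differ, but a smaller difference in the time of day stays open, since the evening minus morning clock genes differed by -0.22 (standard error 0.46, interval -1.15 to 0.71). The ETOH itself and the nutrients it replaces may each have lowered these genes, which was not tested.

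The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Genes higher numbered 450 in the real split and 0 at most in the others (1 of 10 splits had as many), and genes lower numbered 303 and 0 at most (1 of 10). Gene lists past camera numbered 9 in the real split and up to 9 in the others (2 of 10 had as many), and marker lists past camera numbered 1 and up to 6 (9 of 10). Each of the other splits sets 2 livers of a diet and 1 of the other diet on a side. Part of any diet difference thus stays in the contrast and the rest adds to the spread, so these counts are no baseline free of the diet.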
